# Single-Cell RNA Sequencing Reveals Cellular Heterogeneity and Developmental Dynamics of Goose Satellite Cells During Embryogenesis

**DOI:** 10.3390/cells15110983

**Published:** 2026-05-27

**Authors:** Cui Wang, Yi Liu, Guitao Jiang, Chuang Li, Kai Shi, Shufang Chen, Huiying Wang, Daqian He

**Keywords:** scRNA-seq, satellite cells, developmental dynamics, molecular signatures, goose embryogenesis

## Abstract

**Highlights:**

1. Single-cell RNA-seq of goose embryonic leg muscles identifies three functional states of satellite cells (quiescent, activated, proliferative/differentiating), with the quiescent pool declining and activated pools expanding from E13 to E23.
2. Pseudotime analysis reveals a linear progression from quiescence to differentiation, marked by dynamic expression of PAX7, MYF5, and MYOD1 that reflects sequential activation and commitment.
3. State-specific molecular signatures and dynamically regulated genes (ECM–receptor interaction, Wnt signaling) provide a high-resolution transcriptional atlas for understanding avian satellite cell state transitions.
4. Quiescent satellite cells exhibit the most extensive intercellular signaling networks (e.g., FGFR, Ephrin, Collagen, CADM), which progressively diminish upon activation, offering potential targets for poultry genetic improvement and muscle regeneration.

**Abstract:**

Skeletal muscle satellite cells (SMSCs) are essential for embryonic myogenesis and postnatal muscle regeneration; however, their cellular heterogeneity and transcriptional dynamics during avian development remain largely unexplored. Here, we performed single-cell RNA sequencing (scRNA-seq) on 42,886 cells isolated from goose leg muscles across four embryonic stages (E13, E15, E18, and E23), with each stage comprising pooled tissues from four female embryos. Unbiased clustering resolved 22 transcriptionally distinct clusters representing six major cell types—satellite cells, myocytes, fibro-adipogenic progenitors, endothelial cells, immune cells, and Schwann cells—with satellite cells being the most abundant. Satellite cells were further subdivided into three functional states (quiescent, activated, and proliferative/differentiating), which followed a continuous, linear pseudotime trajectory from early to late embryonic stages. This trajectory was marked by a progressive downregulation of stemness-associated regulators (e.g., *PAX7*) and upregulation of myogenic commitment and differentiation factors (e.g., *MYF5*, *MYOD1*, and *MYOG*), faithfully mirroring chronological development. Cell–cell communication analysis revealed that quiescent satellite cells exhibited the most extensive intercellular signaling networks (e.g., FGFR, Ephrin, collagen, CADM), whereas activated and proliferative/differentiating cells showed progressively diminished communication capacity. Across developmental stages, the contribution intensities of key signaling pathways—including SEMA6, CDH, FGF, LAMININ, MK, MPZ, CADM, FN1, and COLLAGEN—varied significantly among satellite cell states, indicating state-specific responsiveness to microenvironmental cues. Collectively, these findings demonstrate that satellite cells dynamically coordinate extrinsic signal integration with intrinsic differentiation programs to achieve orderly myogenic progression. This study provides a high-resolution single-cell atlas of goose SMSC development, uncovering subpopulation heterogeneity, state-specific molecular signatures, and key signaling pathways, with important implications for avian muscle biology and genetic improvement of poultry.

## 1. Introduction

Skeletal muscle is a crucial organ for locomotion and energy metabolism, comprising approximately 30–40% of the total mass in livestock and poultry [1]. Its development and postnatal growth directly determine key economic traits in animal production, including meat yield and quality. Myofibers, the fundamental contractile units of skeletal muscle, are primarily formed during embryogenesis through both hyperplastic and hypertrophic processes. Importantly, the final number of myofibers is largely established before birth, underscoring the pivotal role of embryonic development in determining ultimate muscle mass and meat production [2]. The formation and postnatal maintenance of myofibers are tightly regulated by a population of muscle-specific stem cells known as skeletal muscle satellite cells (SMSCs) [3].

SMSCs are responsible for postnatal muscle growth, regeneration, and maintenance. They serve as the principal source of myogenic progenitors during embryonic muscle formation, driving the hyperplastic phase [3]. Upon activation, SMSCs express myogenic regulatory factors (MRFs), such as *MYOD1* and *MYOG*, and subsequently differentiate into myoblasts and myocytes [4]. Thus, SMSCs represent an invaluable model for dissecting the molecular mechanisms that govern muscle development and meat quality in agricultural species.

Recent evidence indicates that SMSCs are not a homogeneous population but exhibit marked functional heterogeneity linked to distinct embryonic origins and regenerative capabilities [5,6]. For example, single-cell transcriptomic analyses in turkeys have revealed that satellite cell clones with different proliferation rates possess distinct gene expression profiles: fast-growing clones are enriched in muscle development genes, whereas slow-growing clones show enrichment for extracellular matrix and cell–cell communication genes [7]. Our previous studies on goose SMSCs using bulk transcriptomic and metabolomic approaches identified the PPAR signaling pathway—along with key regulators such as PPARG and IGF1—as central to differentiation, characterized by dynamic shifts in lipid metabolism and myogenesis [8]. Furthermore, transcriptomic atlases of embryonic goose SMSCs revealed stage-specific gene expression programs progressing from early myogenesis to later metabolic maturation and uncovered core regulatory networks involving factors such as *MEF2C* and *MYOD1* [9]. However, these population-level analyses inevitably mask underlying cellular heterogeneity, continuous differentiation trajectories, and intricate cell–cell communication networks within the SMSC pool, representing a significant knowledge gap.

Among poultry species, geese hold particular economic importance, especially in Asia and Europe, where they are valued for high meat yield, distinctive meat quality (e.g., favorable fatty acid composition and texture), and adaptability to extensive farming systems. Compared with chickens and ducks, geese exhibit unique muscle growth characteristics, including a longer embryonic development period and distinct patterns of muscle fiber hyperplasia and hypertrophy, which may contribute to their superior meat quality traits. Nevertheless, the cellular and molecular mechanisms underlying goose muscle development remain poorly understood, largely due to a lack of high-resolution transcriptomic data. Consequently, a systematic characterization of goose SMSCs at single-cell resolution is urgently needed to bridge this gap.

Single-cell RNA sequencing (scRNA-seq) has emerged as a transformative technology that enables the dissection of cellular diversity, definition of dynamic cellular states, and reconstruction of developmental lineages at unprecedented resolution. This approach has been successfully applied to unravel myogenic heterogeneity across several species. In chickens, single-nucleus RNA sequencing revealed extensive myonuclear heterogeneity and identified RBM24 as a key regulator of myoblast differentiation [10]. Similarly, scRNA-seq of embryonic chicken skeletal muscle uncovered distinct developmental trajectories for myoblasts and fibro-adipogenic progenitors across different breeds [11]. In cattle, scRNA-seq demonstrated that cultured satellite cells consist of subpopulations with divergent transcriptional and myogenic states, including fibro-adipogenic progenitors [12]. In humans, studies combining engineered 3D skeletal muscle models and scRNA-seq identified transcriptionally distinct quiescent and activated satellite cell subpopulations, with Notch and Wnt signaling pathways governing quiescence maintenance [13]. More recently, advances in goose scRNA-seq have begun to reveal dynamic changes in breast muscle cells during the embryonic development of Ding’an goose [14]. In parallel, a very recent study employed single-cell transcriptomics to investigate skeletal muscle differentiation across duck embryonic development, revealing cellular heterogeneity and dynamic transcriptional programs underlying myogenesis and key transitions in myofiber type specification [15]. Despite these across-species advances, a comprehensive, systematic characterization of SMSCs at single-cell resolution throughout avian embryogenesis—particularly in geese—has remained lacking.

Beyond cellular heterogeneity, emerging evidence highlights the critical role of cell–cell communication in coordinating myogenic progression. During skeletal muscle development, SMSCs do not act in isolation; instead, they continuously exchange signals with neighboring cell types, including myoblasts, fibro-adipogenic progenitors (FAPs), and immune cells, through ligand–receptor interactions. These communication networks regulate key processes such as quiescence maintenance, activation, proliferation, and differentiation. For example, Notch and Wnt signaling pathways mediate crosstalk between quiescent and activated satellite cells [16,17], whereas growth factor pathways such as IGF and FGF regulate myoblast fusion and myofiber maturation [18]. Disruption of these communication networks leads to impaired muscle regeneration and aberrant development [19]. Therefore, delineating cell–cell communication networks within the SMSC pool is essential for understanding how myogenic progression is orchestrated at the tissue level. However, such analyses remain unexplored in goose SMSCs.

To address these gaps and advance knowledge of goose muscle development, we first performed scRNA-seq analysis of SMSCs isolated from goose leg muscles at four embryonic stages (E13, E15, E18, and E23). This study aims to (1) characterize the cellular heterogeneity and subpopulation composition of goose SMSCs during embryogenesis; (2) reconstruct the continuous differentiation trajectory from quiescent to activated and proliferative/differentiating states; (3) identify state-specific gene expression dynamics and key regulatory signaling pathways; and (4) delineate cell–cell communication networks orchestrating myogenic progression. Our findings provide novel insights into the cellular basis of goose muscle development and establish a single-cell resource to inform precision breeding strategies aimed at enhancing poultry muscle growth and meat quality.

## 2. Materials and Methods

### 2.1. Tissue Collection and SMSC Purification

A total of 100 fertilized Zhedong White goose eggs were obtained from the Wenjie Goose Breeding Department of Xiangshan Co., Ltd. (Ningbo, China) and incubated in a standard commercial incubator (Zhonglian, China) at 37.5 °C with 60% relative humidity. Leg muscle tissues were collected from female embryos at embryonic days 13, 15, 18, and 23 (E13, E15, E18, and E23). For each developmental stage, leg muscle tissues were collected from four healthy female embryos, and tissues from the four embryos were pooled prior to satellite cell isolation. Embryonic sex was determined via *CHD1* gene primers as previously described [8]. Following approved protocols (IACUC of Shanghai Academy of Agricultural Sciences, SAASPZ0526168, and ARRIVE guidelines), embryos were euthanized by CO_2_ inhalation followed immediately by decapitation.

Satellite cells were isolated and purified according to our established protocol [9]. Briefly, muscle tissues were minced and digested in high-glucose DMEM with 2 mg/mL Dispase II and 4 mg/mL Collagenase II (Roche, Basel, Switzerland) at 37 °C for 50 min. Digestion was stopped using DMEM with 10% FBS. The cell suspension was filtered through a 70 μm strainer, centrifuged at 350× *g* for 8 min, and red blood cells were lysed with ACK buffer. Differential plating was performed twice to enrich SMSCs, exploiting fibroblast attachment for one hour each time. Purity was confirmed by Pax7 immunofluorescence staining [9]. Enriched SMSCs were cryopreserved in liquid nitrogen for subsequent scRNA-seq.

### 2.2. scRNA-Seq Library Construction and Sequencing

Thawed SMSCs were filtered through a 40 μm strainer, centrifuged at 300× *g* for 5 min at 4 °C, and resuspended in PBS with 0.04% BSA. Only samples with >85% viability (trypan blue exclusion) and 400–1200 cells/μL were processed for single-cell capture. A Chromium Single-Cell 3′ Library Kit (10× Genomics, Pleasanton, CA, USA) was used for cell capture, barcoding, and cDNA synthesis following the manufacturer’s protocol [20]. Libraries were quantified using a Bioanalyzer 2100 and Qubit, then sequenced on Illumina NovaSeq platforms Shanghai Majorbio Bio-pharm Technology Co., Ltd. (Shanghai, China).

### 2.3. Single-Cell RNA-Seq Data Processing and Analysis

Raw FASTQ data were processed with Cell Ranger (v7.1.0) and aligned to the goose reference genome (GCF_002166845.1) using STAR [11]. The gene–barcode matrix was analyzed with Seurat (v5.3.1) [21]. Quality filtering removed cells with <300 or >6500 genes, <1000 or >50,000 UMIs, or >20% mitochondrial reads (mitochondrial genes annotated from the Bean goose genome) [22]. Doublets were excluded using scDblFinder (v1.12.0+) [23]. Data were normalized and scaled, regressing out mitochondrial content.

Integration across samples was performed with FindIntegrationAnchors and IntegrateData [21,24], with further batch correction using Harmony [25]. Principal component analysis (PCA, top 30 PCs) was followed by graph-based clustering (resolution 0.5–1.2), and visualization by UMAP and t-SNE [26]. Differential expression was assessed using the Wilcoxon rank-sum test (adjusted *p* < 0.05).

### 2.4. Cell Clustering and Cell Type Identification

To characterize cellular heterogeneity, unsupervised clustering was performed using the Louvain algorithm on a shared nearest neighbor (SNN) graph constructed from PCA-reduced dimensions [21]. The resolution parameter was optimized to generate stable and biologically meaningful clusters.

For each cluster, differentially expressed genes (markers) were identified using the FindAllMarkers function with the following thresholds: log-fold change ≥ 0.05, minimum percentage of expression in either group (min.pct) ≥ 0.1, and minimum absolute expression difference between groups (min.diff.pct) ≥ 0.05. Genes meeting all criteria were retained as candidate markers.

Cell type annotation followed a multi-step integrative approach. First, a preliminary assignment was performed manually based on well-established marker genes from the literature [27,28,29]. Second, two computational methods—SCINA (a semi-supervised algorithm using predefined marker sets) and AddModuleScore (calculating average expression of gene sets per cell)—were applied to refine and cross-validate annotations [30]. Third, Gene Ontology (GO) enrichment analysis was performed on cluster-specific markers to confirm biological relevance [31]. The final cell type labels were generated by integrating the results from manual annotation, computational assignment, and functional enrichment.

### 2.5. Differential Expression Analysis and Functional Enrichment

Differential expression genes (DEGs) between clusters or samples were identified using Seurat’s FindMarkers function (likelihood ratio test; |log2FC| ≥ 0.25, Q < 0.05). Gene Ontology (GO) terms enrichment was analyzed using topGO (v2.50.0), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was per formed using clusterProfiler (v4.6.0). A protein–protein interaction (PPI) network was constructed using the STRING database to identify interactions among DEGs, and the resulting network was visualized with Cytoscape software (v3.8.0) [32].

### 2.6. Pseudotime Analysis of SMSCs

To resolve SMSC developmental trajectories and transcriptional dynamics, pseudotime analysis was performed using Monocle2 and Monocle3 [33,34]. SMSCs were extracted from Seurat objects, reprocessed (log-normalization, feature selection, PCA), and converted to Monocle cell_data_set objects, aligning on UMAP embeddings for consistency. Trajectories were constructed using learn_graph, with order_cells assigning pseudotime states. Monocle2 was run in parallel to validate Monocle3 results. This approach provided comprehensive differentiation landscape characterization and identified lineage branching points.

### 2.7. Cell–Cell Communication Analysis

Cell–cell communication among populations was analyzed with CellChat (v1.6.1) [35], which applies a mass-action model integrating curated ligand-receptor pairs (CellChatDB). Significant interactions were selected via permutation testing. Signaling networks were visualized with circle, bubble, and role heatmaps (as sender, receiver, mediator, or influencer) [35,36]. This enabled exploration of SMSC-driven signaling pathways within the cellular microenvironment.

## 3. Results

### 3.1. Single-Cell Transcriptome Profiling Reveals Cellular Heterogeneity and Dynamic Composition of Satellite Cells During Embryonic Leg Muscle Development

To comprehensively characterize the cellular landscape underlying goose SMSC development, we performed 10x Genomics scRNA-seq on SMSCs isolated from the leg muscle tissues of ZW geese at four key embryonic stages: E13, E15, E18, and E23 (Figure 1A). 

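Single-cell RNA sequencing counts the RNA molecules of each cell by gene. The data are 4 droplet libraries, 1 for each embryonic day. Each library was made from a pool of embryos, 4 per stage according to the paper and 3 according to the sample labels. The titles of all 4 samples write day 13 and then the stage in brackets. The brackets hold the same days as the age fields (13, 15, 18 and 23), which were used here. The authors enriched the cells by differential plating, froze and thawed them, counted them with Cell Ranger, and integrated the libraries in Seurat. The deposited matrices hold raw counts of unique molecular identifiers (UMIs, which mark single captured molecules) per gene, in barcodes that Cell Ranger called as cells. There are 16077 barcodes with 155367545 UMIs at E13, 11781 barcodes with 134644847 UMIs at E15, 11527 barcodes with 140557470 UMIs at E18 and 11261 barcodes with 128674910 UMIs at E23. Here the limits of the paper were applied, and doublets (droplets with 2 cells) were removed by their scrublet scores in place of scDblFinder, which was not available. The cells were then log-normalized, integrated by reciprocal principal component analysis, and clustered. The authors' label of each cell was not used here, so clusters were named anew from fixed marker genes and carry names ending in "-like". With 1 library per stage, embryos of 1 stage cannot be compared with each other, and no 2 stages were tested against each other. Shares therefore carry exact binomial intervals at 95% and summed counts exact Poisson intervals, which cover counting error only. The clustering resolution, the integration, the doublet step and the rule for names are the choices that could change the numbers.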

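The limits on genes, UMIs and mitochondrial share left 15872 at E13, 11449 at E15, 11236 at E18 and 10946 at E23. They removed 833 barcodes below the lower limits and 310 above the upper ones, and no barcode exceeded the mitochondrial limit. The doublet step took out the barcodes with the highest scores, up to 0.8% per 1000 barcodes, and removed 2043 at E13, 1051 at E15, 995 at E18 and 983 at E23. The automatic threshold of scrublet marked 0 barcodes at E23, so it had not worked there and was not used. The cells that stayed numbered 13829 at E13, 10398 at E15, 10241 at E18 and 9963 at E23, or 44431 in all. Leaving the doublet step out moved these numbers most, because all barcodes within the limits then stay.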

Following rigorous quality control, a total of 42,886 cells were retained for analysis, distributed as follows: 13,346 cells from E13, 10,048 from E15, 9780 from E18, and 9712 from E23. 

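The median barcode held 8370 UMIs at E13, 10173 UMIs at E15, 10366 UMIs at E18 and 10928 UMIs at E23. The median number of genes was 3127 at E13, 3551 at E15, 3502 at E18 and 3964 at E23. Among the cells that stayed after all steps the median was 7920 UMIs at E13, 9897 UMIs at E15, 9989 UMIs at E18 and 10618 UMIs at E23, so E13 was the shallowest library. The deposited matrices hold molecules and not reads, so the number of reads per cell cannot be derived from them.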

For all four libraries, the mean number of reads per cell exceeded 25,000, and the median number of genes detected per cell was over 3100 (Table 1), indicating robust data and quality suitable for downstream analyses.

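The retained cells fell into 22 clusters at a Louvain resolution of 0.8, a setting that fixes how finely cells are divided. The resolution moved this number most, to 16 clusters at 0.5 and 30 at 1.2. Without integration there were 26.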

Unsupervised Uniform Manifold Approximation and Projection (UMAP) analysis of 42,724 high-quality cells revealed 22 transcriptionally distinct clusters (Figure 1B). 

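A cluster took the name of the marker list whose genes it expressed highest relative to the other clusters, if at least 3 genes of the list were detected. 7 clusters were named satellite-like, 4 myocyte-like and 4 FAP-like (fibro-adipogenic progenitors). The endothelial-like, immune-like and Schwann-like names went to 1 cluster each. Clusters that met no list's conditions stayed unnamed and held 3.28% at E13, 1.26% at E15, 1.54% at E18 and 2.00% at E23. 1 of the myocyte-like clusters was led by the stress genes OSGIN1, ATF3, SLC7A11 and HMOX1 and drew 62.3% of its cells from E13.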

Based on differential gene expression and canonical marker genes, six major cell populations were annotated: satellite cells (clusters 0, 1, 3, 4, 6, 7, 11, 16, and 18), myocytes (clusters 2, 8, 9, 10, 13, and 15), FAPs (clusters 5, 12, 14, and 19), endothelial cells (cluster 20), immune cells (cluster 17), and Schwann cells (cluster 21) (Figure 1C). Among these, satellite cells were most abundant (23,820 cells), followed by myocytes (12,658) and FAPs (5629), with the remaining minor populations comprising immune (460), endothelial (96), and Schwann cells (61). 

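The rebuilt names gave 23114 satellite-like cells, which were 52.0% of all retained cells (interval 51.6 to 52.5%). There were 11483 myocyte-like cells (25.8%) and 8139 FAP-like cells (18.3%). The immune-like, endothelial-like and Schwann-like classes held 565, 124 and 65 cells, and 941 cells stayed unnamed. A difference from the authors' numbers may come from the rebuilt names. The paper's own names rest on differential expression and canonical markers.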

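Satellite-like cells made up 49.8% at E13, 52.8% at E15, 48.3% at E18 and 58.1% at E23 of each library's retained cells. Myocyte-like cells made up 24.6% at E13, 35.0% at E15, 25.0% at E18 and 18.9% at E23. FAP-like cells made up 21.4% at E13, 10.5% at E15, 23.4% at E18 and 16.9% at E23. Immune-like cells were 0.832% at E13, 0.317% at E15, 1.14% at E18 and 3.01% at E23. Endothelial-like cells numbered 7 at E13, 14 at E15, 27 at E18 and 76 at E23, and Schwann-like cells 6 at E13, 0 at E15, 28 at E18 and 31 at E23. The upper limit of the interval for the Schwann-like share at E15 was 0.0355%. Keeping doublets moved the satellite-like share more than any other alternative did: these cells then made up 18.6% at E13, 22.9% at E15, 22.8% at E18 and 39.6% at E23, and 70.9% of all cells carried a name.

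**Figure D1:**
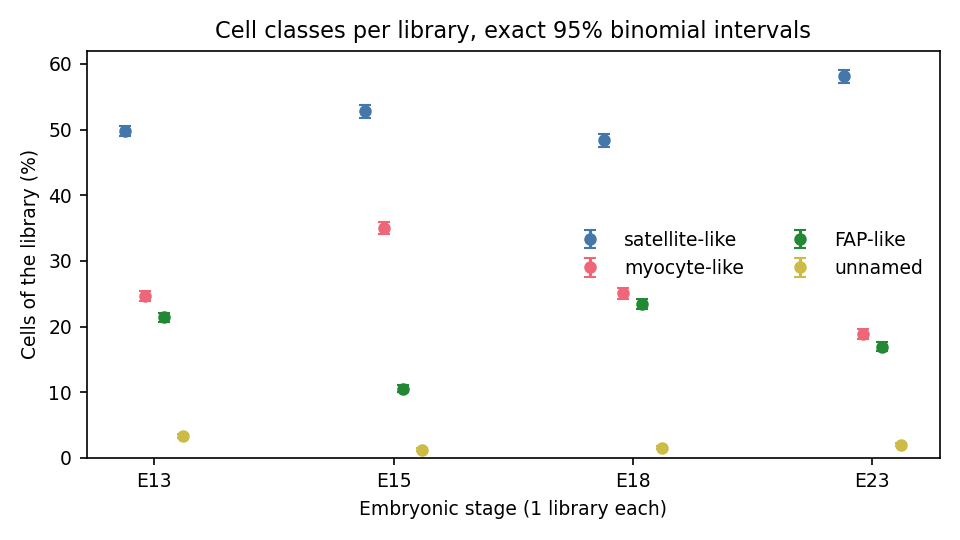
Share of the 3 largest cell classes and of unnamed cells in each library, with exact binomial intervals. Names were rebuilt from fixed markers.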

All six cell types were consistently detected across all stages, confirming dataset reliability (Figure 1D), though their proportions varied during embryogenesis (Figure 1E; Table S1).

Distinct cell populations exhibited highly specific marker gene expression signatures (Figure 1F,G). Satellite cells demonstrated high expression of *PAX7*, *MYF5*, and *NRXN1*; myocytes were marked by *MYOG*, *ACTC1*, and *MYOD1*; and FAPs by *DCN*, *CDH11*, and *COL6A3*. 

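Counts were summed per class and library and scaled to the same total (CPM). The values here are means of the 4 libraries. PAX7 stood at 431 CPM in satellite-like cells and 115 in myocyte-like cells, the next class. MYF5 stood at 193 against 151 CPM. MYF5 was highest in satellite-like cells in 3 of 4 libraries. In myocyte-like cells MYOG reached 875 CPM against 123 in satellite-like cells, and ACTC1 7056 against 221. MYOD1 reached 1136 against 824 CPM, and was highest there in 3 of 4 libraries. In FAP-like cells DCN, CDH11 and COL6A3 stood at 1455, 379 and 1051 CPM. The next class held 169, 69.1 and 268. These genes belong to the lists that named the clusters, so their order is partly set by the names.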

Additional markers were detected in endothelial cells (*KDR*, *PECAM1*), immune cells (*CD82*, *PTPRC*, *FCER1G*), and Schwann cells (*GPX3*, *SNCA*, *SKAP1*). These expression patterns not only validated cell type assignments but also highlighted the establishment and maintenance of transcriptionally discrete identities during goose embryonic leg muscle development. These data provide a solid molecular framework to investigate the specialization and interaction of distinct cell types during muscle development.

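In endothelial-like cells KDR and PECAM1 stood at 267 and 315 CPM, against 0.535 and 8.13 in the next class. In immune-like cells CD82, PTPRC and FCER1G stood at 122, 443 and 195 CPM, against 26.4, 2.14 and 18.3. In the Schwann-like cells GPX3 stood at 255 against 76.6 CPM. It was highest in that class in 2 of the 3 libraries that held Schwann-like cells. SKAP1 stood at 33.7 against 14.2 CPM and was highest there in 3.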

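The share of cells with at least 1 UMI of a gene rises with depth, and some of these UMIs come from RNA free in the suspension. Median depth was 9779 UMIs in satellite-like, 7374 in myocyte-like, 14879 in FAP-like and 5532 in immune-like cells. Cells were therefore thinned at random to 4000 UMIs. This left out 1165 satellite-like, 1057 myocyte-like, 641 FAP-like and 133 immune-like cells that were shallower. FAP-like and immune-like cells served as the background. After thinning, MYF5 was found in 43.8% of satellite-like, 32.1% of myocyte-like, 1.97% of FAP-like and 2.55% of immune-like cells. MYOD1 was found in 65.0, 89.8, 3.00 and 7.18% of the same classes in the same order. Without thinning, the shares were 64.7, 43.1, 5.47 and 3.89% for MYF5 and 76.2, 92.4, 7.95 and 7.97% for MYOD1.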

Notably, both satellite cells and myocytes exhibited overlapping expression of key myogenic factors, including *MYF5*, *NRXN1*, and *MYOD1* (Figure 1F,G), whereas these genes were absent in other cell types (FAPs, endothelial, immune, and Schwann cells). This shared transcriptional program suggests a continuous differentiation trajectory from satellite cells toward myocytes, involving gradual transitions in gene expression rather than abrupt switches. 

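MYOD1 was found in 77.3% at E13, 81.8% at E15, 55.0% at E18 and 43.8% at E23 of thinned satellite-like cells. The background share in FAP-like cells was 4.93% at E13, 2.63% at E15, 1.55% at E18 and 1.83% at E23. Without thinning MYOD1 was found in 86.0% at E13, 88.7% at E15, 67.5% at E18 and 60.0% at E23 of satellite-like and 11.6% at E13, 9.49% at E15, 4.63% at E18 and 5.27% at E23 of FAP-like cells. Median depth was 7861 UMIs at E13, 10155 UMIs at E15, 10102 UMIs at E18 and 11695 UMIs at E23 in satellite-like and 12814 UMIs at E13, 15573 UMIs at E15, 17988 UMIs at E18 and 15072 UMIs at E23 in FAP-like cells. Shallower cells left out numbered 405 at E13, 322 at E15, 220 at E18 and 218 at E23 among satellite-like and 178 at E13, 147 at E15, 211 at E18 and 105 at E23 among FAP-like cells. Doublets of a satellite cell and a myocyte would add MYOD1 to this class, and the doublet step can miss some of them. Such doublets would also bring ACTC1, found in 96.4% of thinned myocyte-like cells. Of thinned satellite-like cells, ACTC1 was found in 26.0% at E13, 44.1% at E15, 19.0% at E18 and 14.1% at E23. That was below MYOD1 at each stage. Mean ACTC1 in satellite-like sums was 221 CPM against 7056 in myocyte-like sums, while MYOD1 stood at 824 against 1136 CPM. These values argue against doublets as the main source of MYOD1 in satellite-like cells, though not against a small part. From the genes shared by satellite cells and myocytes the paper proposes a gradual path between them.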

The detection of *MYOD1* in a subset of satellite cells likely reflects activated or early-committed myogenic progenitors, whereas the expression of *NRXN1* may indicate previously unrecognized roles in mediating cell–cell interactions during muscle morphogenesis. Collectively, these findings further support the validity of our cell type annotations and underscore the transitional continuum of myogenic progression in goose embryonic skeletal muscle.

### 3.2. Dissecting Satellite Cell Heterogeneity and Dynamics During Myogenic Progression

To explore the transcriptional heterogeneity of satellite cells during embryonic skeletal muscle development, we performed UMAP-based dimensionality reduction and unsupervised clustering on 23,587 satellite cells isolated from the E13, E15, E18, and E23 stages. This analysis identified seven distinct subclusters (clusters 0–6; Figure 2A).

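The satellite-like cells were integrated and clustered again on 2000 variable genes and 30 principal components. The 142 genes that the paper names or that serve as markers were left out of the variable genes, so that they did not form the subclusters. The paper does not state such a step.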

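There were 12 subclusters at a resolution of 0.5. The resolution moved this number most, to 20 at 1.2. Anchors from canonical correlation in place of reciprocal principal components gave 8.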

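Subclusters were named by the same rule from fixed lists for quiescence, activation, proliferation and differentiation. PAX7 is on the list for quiescence, and MYF5 and MYOD1 are on the list for activation. 2 subclusters were named quiescent-like, 1 activated-like and 6 proliferative-like, differentiating-like or both. The last were joined as proliferative or differentiating-like. 3 subclusters stayed unnamed. The largest of these held 4447 cells, was led by KLF2, HMOX1 and SLC7A11, genes of stress responses, and made up 41.0% of the satellite-like cells at E13.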

By integrating differential gene expression patterns and established marker genes—including the quiescence-associated factor *PAX7*, the early activation marker *MYF5*, and the myogenic commitment gene *MYOD1* (Figure 2B)—we annotated these subclusters into three main functional states (Figure 2C): quiescent satellite cells (clusters 0, 2, 6), activated satellite cells (clusters 1, 3), and proliferative/differentiating satellite cells (clusters 4, 5).

Among all satellite cells, quiescent cells accounted for the largest proportion (10,901 cells; ~46.2%), followed by activated cells (8021; ~34.0%) and proliferative/differentiating cells (4665; ~19.8%) (Figure 2B). These three functional states were present across all examined embryonic stages (E13, E15, E18, and E23; Figure 2D,E), indicating that transitions between quiescence, activation, and proliferation are continuous and tightly regulated throughout muscle development.

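Quiescent-like cells numbered 7760, or 33.6% of satellite-like cells (interval 33.0 to 34.2%). Activated-like cells numbered 1912 (8.27%). Proliferative or differentiating-like cells numbered 8574 (37.1%), and 4868 cells (21.1%) stayed unnamed. The denominator here includes the unnamed cells, while the authors named all cells, so the shares are not over the same cells. Over the named cells alone, a denominator added after the values had been seen, they were 42.5% quiescent-like, 10.5% activated-like and 47.0% proliferative or differentiating-like. A difference may also come from the rebuilt names.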

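Activated-like cells made up 7.22% at E13, 3.88% at E15, 7.11% at E18 and 14.7% at E23 of the satellite-like cells. Unnamed cells made up 42.3% at E13, 17.4% at E15, 6.18% at E18 and 12.0% at E23. Leaving integration out moved the activated-like share at E13 and E23 most: it was then 92.1% at E13, 1.11% at E15, 1.11% at E18 and 87.0% at E23. With the resolution raised to 1.2 it was 48.5% at E13, 18.4% at E15, 12.3% at E18 and 25.6% at E23. It was 12.5% at E13, 4.70% at E15, 7.58% at E18 and 16.7% at E23 over the named cells alone. With the 8 subclusters from canonical correlation none was named activated-like. From the presence of all states at each stage the paper concludes that passage between them is continuous.

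**Figure D2:**
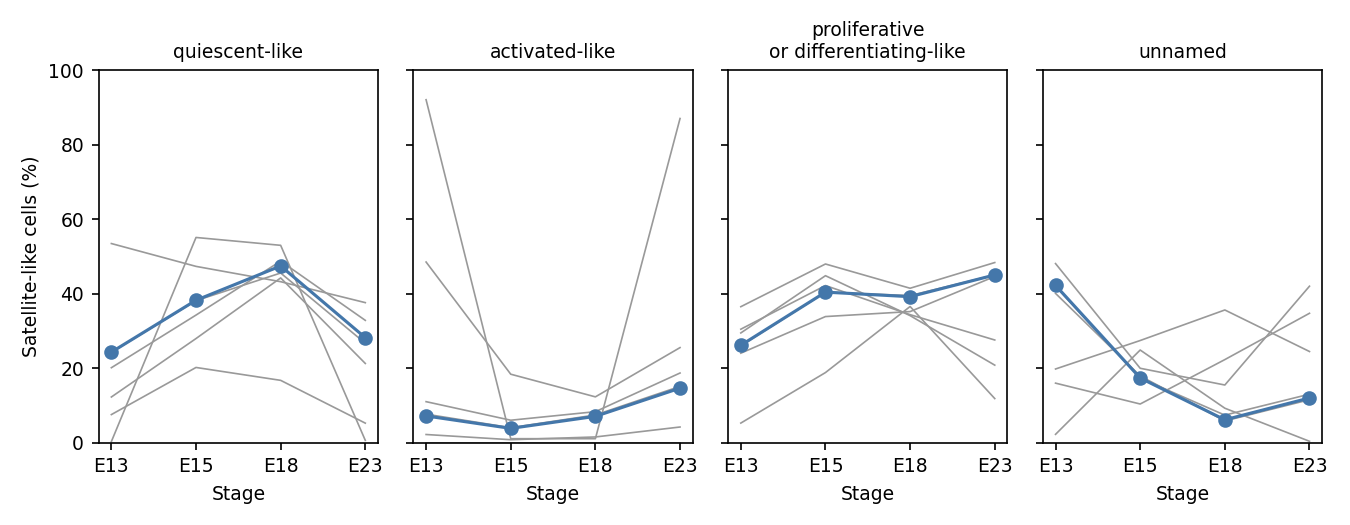
Share of satellite-like cells in each state per library. Blue lines show the shares as reported, and grey lines the alternatives for resolution, integration and variable genes.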

Dynamic changes in subpopulation proportions were observed during development (Figure 2D,E). 

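The proliferative or differentiating-like state made up 26.2% at E13, 40.5% at E15, 39.2% at E18 and 45.1% at E23 of satellite-like cells. The order of stages depends on the settings. When only named cells are counted, E18 was lowest, with 45.3% at E13, 49.0% at E15, 41.8% at E18 and 51.2% at E23. Without integration the shares were 5.30% at E13, 18.9% at E15, 36.6% at E18 and 11.9% at E23. E23 was the lowest stage and E15 the highest with anchors from canonical correlation, where they were 30.5% at E13, 42.2% at E15, 34.4% at E18 and 27.6% at E23, and with the named genes kept among the variable genes, where they were 29.5% at E13, 44.9% at E15, 34.1% at E18 and 20.8% at E23. The same held under version 1 of the naming rule, chosen after the data had been seen, with 16.7% at E13, 26.7% at E15, 23.9% at E18 and 13.0% at E23. A second measure needs no names of states: a cell was counted as cycling if at least 2 of MKI67, TOP2A, CDK1, CCNB2, PLK1 and TPX2 were detected at equal depth. Cycling cells made up 17.1% at E13, 37.2% at E15, 34.9% at E18 and 28.8% at E23 of satellite-like cells. The equal depth matters here: without thinning the shares were 23.8% at E13, 44.2% at E15, 42.3% at E18 and 39.8% at E23. Among FAP-like cells they made up 26.6% at E13, 29.3% at E15, 61.5% at E18 and 30.6% at E23, and among myocyte-like cells 2.14% at E13, 2.12% at E15, 1.27% at E18 and 2.06% at E23.

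**Figure D3:**
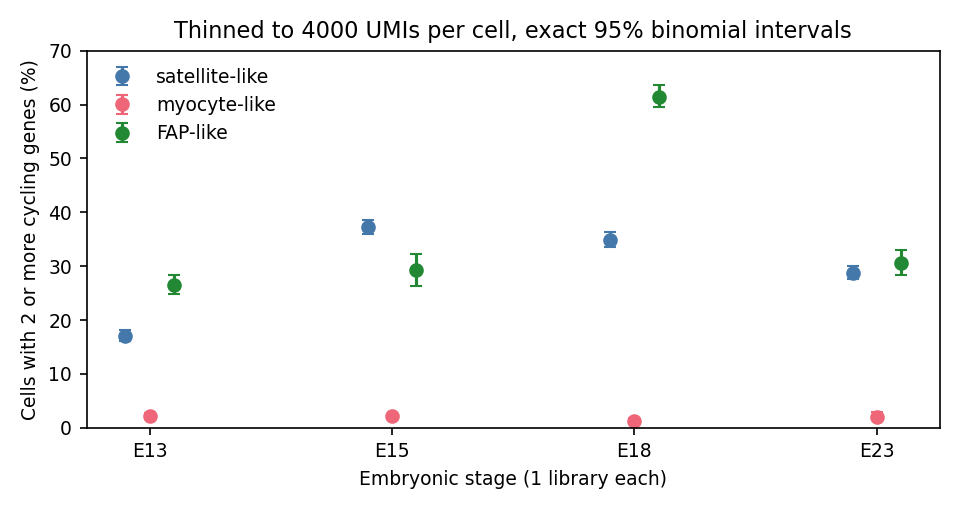
Share of cycling cells per class and library at equal depth, with exact binomial intervals.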

Proliferative/differentiating satellite cells were more abundant at the early stages (E13–E15), corresponding to active muscle growth and myofiber formation. Conversely, the proportion of quiescent satellite cells increased at later stages (E18–E23), reflecting the progressive establishment of a quiescent stem cell pool poised for postnatal muscle regeneration. This developmental transition was further supported by the dynamic expression profiles of key regulatory genes (Figure 2B): whereas *PAX7* was broadly expressed across all subsets, *MYF5* and *MYOD1* were predominantly upregulated in activated and proliferative/differentiating cells, consistent with their roles in myogenic progression.

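Quiescent-like cells made up 24.3% at E13, 38.3% at E15, 47.5% at E18 and 28.2% at E23 of satellite-like cells. The share at E18 was above those at E13 and E15, and the share at E23 lay between them. When only named cells are counted, E23 was lowest, with 42.2% at E13, 46.3% at E15, 50.6% at E18 and 32.1% at E23. With anchors from canonical correlation it was 53.5% at E13, 47.4% at E15, 43.3% at E18 and 37.6% at E23, and without integration 0.334% at E13, 55.1% at E15, 53.0% at E18 and 0.656% at E23. From the decline of proliferating cells and the rise of quiescent cells the paper's results conclude that a pool of quiescent stem cells forms before hatching. Its highlights state instead that the quiescent pool declines from E13 to E23.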

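PAX7 averaged 549 CPM in quiescent-like, 442 in activated-like and 359.9 in proliferative or differentiating-like cells. MYF5 averaged 172, 327 and 176 CPM in the same order, and was highest in activated-like cells in 4 libraries. MYOD1 averaged 683, 826 and 1030.4 CPM. It was highest in activated-like cells in 2 libraries and in proliferative or differentiating-like cells in 2. The order of these genes is partly set by the naming rule, whose lists hold all 3. Keeping the named genes among the variable genes moved MYF5 most: activated-like over quiescent-like cells was then 0.38 in place of 0.92 log2.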

Collectively, these data provide a high-resolution transcriptional atlas of satellite cell heterogeneity during embryonic myogenesis, revealing that the quiescent state itself comprises multiple transcriptionally distinct subpopulations and that the shift from proliferation to quiescence is underpinned by dynamic regulation of key myogenic factors.

### 3.3. Identification of Key Differentially Expressed Genes Underlying Satellite Cell Development

To elucidate the transcriptomic changes driving satellite cell development during goose embryogenesis, we performed differential gene expression analysis (|log_2_FC| > 1, adjusted *p* < 0.05) across E13, E15, E18, and E23 stages. 

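The counts of the satellite-like cells were summed per library, which gave 58257640 UMIs at E13, 59414800 UMIs at E15, 53540097 UMIs at E18 and 69985444 UMIs at E23. Each gene's log2 ratio of CPM to E13 was then taken. A test across cells would treat cells of 1 pool as independent animals. With a single library per stage, no stage can be tested against E13, so no p-value and no number of changed genes are given. A trend over embryonic days was not tested.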

Overlapping analysis (Figure 3A) identified 1310 DEGs common to E15 vs. E13 and E18 vs. E13, 994 genes common between E15 vs. E13 and E23 vs. E13, and 898 shared between E18 vs. E13 and E23 vs. E13. 

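Comparisons that share E13 as their reference also share its departures from the others. Across the 6938 genes with a mean of at least 20 CPM, the 3 lists of log2 ratios had a mean pairwise correlation of 0.461. Simulated stages without any relation between them, built from each gene's own spread, gave 0.519 for the same measure.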

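For the highest genes the ranking used the smallest, and for the lowest genes the largest, of the 3 log2 ratios to E13. The highest were LOC106048600 (3.68, 3.86 and 2.94), HTRA1 (2.92, 4.52 and 2.65), DHRS3 (3.09, 3.87 and 2.58), GASK1B (2.49, 3.57 and 2.92) and NEURL1B (2.31, 2.68 and 4.31) at E15, E18 and E23. The lowest were SLC7A11 (−5.31, −5.55 and −4.68), HMOX1 (−5.01, −5.01 and −4.58), LOC106048003 (−6.61, −5.58 and −3.45), LOC106030914 (−4.67, −3.52 and −2.90) and OSGIN1 (−4.52, −4.94 and −2.81). HMOX1, SLC7A11 and OSGIN1 belong to responses to stress. Without the limit on low values only 2 of the 10 ranked genes stayed in the list. The copy of Table S1 at hand is cut short, so the overlap with it was not computed.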

Importantly, 2603 DEGs were consistently altered in all three pairwise comparisons, representing core transcriptional regulators of satellite cell progression (Figure 3A, Table S1).

Functional categorization of these 2603 DEGs highlighted numerous hallmarks of satellite cell biology (Figure 3B). These included transcription factors critical for myogenic progression (*PAX7* for stemness, *MYOD1* for commitment, *MYOG* for differentiation), as well as *RUNX2*, *TEAD1*, and *TCF7L2*, which integrate developmental and signaling cues. 

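At E13 satellite-like cells held PAX7 at 250.4 CPM (246 to 254), MYOD1 at 1053 CPM (1045 to 1062) and MYOG at 60.7 CPM (58.7 to 62.7), with intervals for the counting error in brackets. The log2 ratios at E15, E18 and E23 over E13 in satellite-like sums were PAX7 (1.22, 0.78 and 0.89), MYOD1 (0.39, −0.87 and −1.88), MYOG (2.35, 0.75 and −1.53), RUNX2 (−0.31, 1.19 and 2.02), TEAD1 (0.35, 0.40 and 1.31) and TCF7L2 (0.26, 0.13 and 0.57). Factors from the trimmed mean of M-values (TMM), which correct for a change in the most abundant RNAs, moved the median gene at E23 by −0.25 log2. The directions of these 6 genes stayed the same under them. The paper lists PAX7 for stemness, MYOD1 for commitment and MYOG for differentiation.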

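Of 13 cell cycle genes from the study's list, 12 lay above E13 at all later stages. The log2 ratios at E15, E18 and E23 were MKI67 (2.23, 1.91 and 1.87), NCAPH (1.17, 1.00 and 0.82), CDK2 (0.54, 0.70 and 0.68), CCNB2 (1.76, 2.04 and 0.21), CCND3 (0.11, 0.14 and 1.06), TTK (1.66, 1.58 and 0.88), PLK1 (1.89, 1.75 and 0.83), TPX2 (1.95, 1.78 and 0.89) and CKAP2 (1.47, 1.69 and 1.04). CDK1 stood at 1.32, 1.09 and −0.15. The KIF family was represented by KIF11 (1.73, 1.60 and 1.28), KIF20B (1.72, 1.83 and 1.21) and KIF26B (1.64, 2.36 and 1.98). Of 9 sarcomeric or cytoskeletal genes, 4 lay above E13 at all later stages: TPM2 (0.33, 0.66 and 0.87), DMD (0.65, 0.14 and 0.64), DYSF (1.73, 0.51 and 2.04) and SGCA (1.62, 1.30 and 0.87). ACTC1 (1.28, −0.47 and −1.06), TPM1 (0.78, −1.13 and −0.25), TNNI2 (1.37, −0.02 and 0.18), TNNC2 (0.83, −1.81 and −1.53) and MYO5A (−0.76, −0.30 and 0.52) did not. ECM1 stood at −0.24, 4.35 and 4.16 and CTSL at −1.50, 0.67 and 1.68. Under TMM or median ratio factors the direction changed for CCNB2 at E23 and TNNI2 at E18 and E23. The study chose these genes on the same libraries, so they are not independent evidence.

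**Figure D4:**
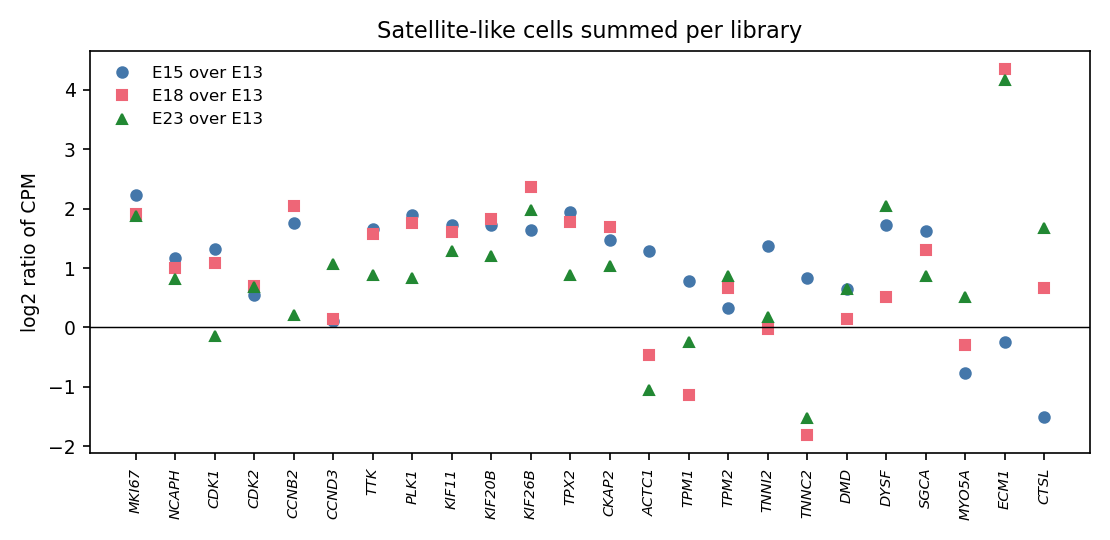
Log2 ratio of CPM to E13 in summed satellite-like cells for the genes the paper lists at this point.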

Genes involved in cell cycle regulation (*MKI67*, *NCAPH*, *CDK1/2*, *CCNB2*, *CCND3*, *TTK*, *PLK1*, *KIF* family, *TPX2*, and *CKAP2*) and in sarcomeric or cytoskeletal structure (*ACTC1*, *TPM1/2*, *TNNI2*, *TNNC2*, *DMD*, *DYSF*, *SGCA*, and *MYO5A*) were also upregulated, along with metabolic and ECM remodeling factors (*ECM1*, *CTSL*). The concerted upregulation of these genes suggests a developmental program wherein satellite cells transition from quiescence through activation and expansion to terminal differentiation and myofiber assembly.

Gene Ontology (GO) enrichment analysis revealed that the core DEGs are predominantly localized to the nucleus and organelle membranes, where they are involved in transcriptional regulation, cellular biosynthesis, and cytoskeletal and sarcomere organization. Their molecular functions were enriched for organic cyclic compound and nucleoside phosphate binding (Figure S1, Table S2). More notably, KEGG pathway analysis further demonstrated significant enrichment for cell cycle control, metabolic reprogramming, and cell fate decisions (e.g., apoptosis, autophagy, and senescence), as well as canonical developmental pathways such as Wnt signaling and ECM–receptor interaction (Figure 3C, Table S3). These findings implicate precise regulation of proliferation, metabolic adaptation, and microenvironmental signaling in satellite cell fate transitions and muscle development.

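The genes that Table S3 lists for a pathway were taken as a set, and the median of their log2 ratios to E13 was ranked among 10000 random lists of similar expression. The study chose these genes on the same libraries, so the ranks describe the libraries and are not independent evidence. The cell cycle genes had a median of 0.72 (percentile 100.0) at E15, 0.43 (percentile 99.9) at E18 and 0.56 (percentile 99.8) at E23. The Wnt genes had 0.21 (percentile 80.9) at E15, 0.19 (percentile 91.4) at E18 and 0.43 (percentile 96.7) at E23. The ECM-receptor genes had 0.54 (percentile 99.9) at E15, 0.20 (percentile 88.9) at E18 and 0.83 (percentile 100.0) at E23. The mean in place of the median moved these most and turned the Wnt value at E15 to −0.06. In the paper's own KEGG enrichment test the adjusted p was 0.00964 for cell cycle, 0.0621 for Wnt signaling and 0.0683 for ECM-receptor interaction. From the pathways it reports as enriched the paper implicates regulation of proliferation, metabolism and signals from the surroundings in the fate of satellite cells.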

Next, we constructed a protein–protein interaction (PPI) network based on the 2603 core differentially expressed genes. The PPI network revealed that collagen family members (e.g., COL1A1, COL1A2, COL3A1, COL6A1) serve as central nodes, forming highly interconnected clusters (Figure 3D). These collagen genes not only exhibit dense interconnections among themselves but also show close associations with various extracellular matrix (ECM)-related proteins (e.g., LAMA2, COL4A1, COL4A5), integrin signaling molecules (ITGA6, CD44), and cytoskeletal and signal regulators (e.g., TGFBR2, PIK3R1, ABL1, EPHA2, EPHB1, SDC1, THY1, PTPN11, LYN). These interactions suggest a close regulatory link between ECM remodeling and myofiber formation during goose embryonic satellite cell development. 

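The log2 ratios at E15, E18 and E23 over E13 in satellite-like sums were COL1A1 (0.67, 0.24 and 1.37), COL1A2 (0.65, 0.50 and 0.02), COL3A1 (0.98, 0.82 and −0.54) and COL6A1 (−0.31, 0.62 and 0.64). With doublets kept, COL1A1 at E18 turned to −0.33. Under TMM or median ratio factors the direction changed for COL1A2 at E23. The focal adhesion genes of Table S3 had a median of −0.49 (percentile 0) at E15, −0.55 (percentile 0) at E18 and 0.75 (percentile 100.0) at E23. The paper's KEGG enrichment test gave this pathway an adjusted p of 0.0607. Connections between proteins come from a database and cannot be read from these counts.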

Nodes with high connectivity (degree), such as COL1A1, COL1A2, CD44, and TGFBR2, may serve as potential key driver genes governing satellite cell fate determination and muscle tissue construction. 

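The log2 ratios at E15, E18 and E23 over E13 were −1.57, −1.22 and 0.61 for CD44 and −1.23, −2.35 and −0.31 for TGFBR2. CD44 stood at 853 CPM at E13 and TGFBR2 41.4. The paper proposes these genes as drivers because of their number of connections in the network.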

In summary, the PPI network analysis not only validates the findings of the preceding KEGG pathway enrichment analysis regarding ECM–receptor interaction and focal adhesion pathways but also suggests that the collagen family may play dual roles in satellite cell development, providing both structural support and signal regulation.

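Each library holds all states, so states can be compared within libraries even though stages cannot. Counts were summed per library and state. They were tested with the quasi-likelihood method of edgeR, with the library as a block and Benjamini-Hochberg (BH) adjustment of p. Genes that formed the subclusters were left out, because they differ between subclusters by construction, and 11946 genes were tested. A gene was called at an absolute log2 ratio above 1 and an adjusted p below 0.05. For differences between clusters the paper's methods name a likelihood ratio test and a lower limit on the ratio. Its numbers of genes are therefore not the same measure as those here. The states themselves were defined on the same cells, which favors small p-values.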

To further delineate transcriptional heterogeneity, we compared gene expression among quiescent (Q-SC), activated (A-SC), and proliferative/differentiating (P-SC) satellite cell subpopulations. 

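Activated-like against quiescent-like cells gave 255 genes higher and 516 lower. Proliferative or differentiating-like against quiescent-like cells gave 436 higher and 334 lower. Proliferative or differentiating-like against activated-like cells gave 353 higher and 107 lower. DESeq2 called 744, 712 and 458 genes in the 3 comparisons, against 771, 770 and 460 with edgeR. Leaving out the block for library moved the counts most, to 35, 242 and 108. The balance of directions depends on the settings. Without integration activated-like against quiescent-like cells gave 145 genes higher and 117 lower, and proliferative or differentiating-like against quiescent-like cells 336 and 383. With the genes that formed the subclusters included, the latter gave 599 and 637. The 107 lower genes of the last comparison fell to 52 without the E13 library and to 47 without the E15 library. The 255 higher genes of the first fell to 148 without E18.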

Differential expression analysis revealed 617 upregulated and 1161 downregulated genes in A-SC vs. Q-SC; 920 upregulated and 2220 downregulated in P-SC vs. Q-SC; and 876 upregulated and 1985 downregulated in P-SC vs. A-SC. 

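49 genes were called in all 3 comparisons of states with edgeR, and 46 with DESeq2. Without the block for library edgeR called 0 in all 3, while 1817, 1306 and 1005 genes had an unadjusted p below 0.05 in each. With the genes that formed the subclusters included, 111 were called in all 3. Leaving out 1 library at a time gave 19 to 62.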

Notably, 517 DEGs were shared across all pairwise comparisons (Figure 3F; Table S4).

These common DEGs encompassed genes essential for muscle contraction (*ACTA2*, *ACTC1*, *TPM1*, *DMD*), cell cycle regulation (*CDK1*, *CCND3*), growth signaling (*FGFR1*, *FGFR2*, *MET*), myogenic differentiation (*MYF5*, *MYF6*, *RUNX2*, *SAP30*), and cytoskeletal remodeling (*VIM*, *FLNB*) (Figure 3G). 

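The log2 ratios of the genes called, with BH-adjusted p from edgeR, were as follows. In activated-like over quiescent-like cells they were ACTC1 1.12 (p 0.00144), CDK1 1.62 (p 4.54e-04), FGFR2 −1.78 (p 0.007), MET 1.14 (p 8.08e-04), MYF5 1.04 (p 2.72e-04) and MYF6 1.18 (p 3.35e-04). In proliferative or differentiating-like over quiescent-like cells they were ACTC1 1.54 (p 1.74e-04), DMD −1.08 (p 4.08e-06), CDK1 3.64 (p 6.03e-07), FGFR2 −1.14 (p 0.0137) and SAP30 1.35 (p 6.46e-04). In proliferative or differentiating-like over activated-like cells they were DMD −1.13 (p 1.30e-05), CDK1 2.03 (p 1.51e-04) and MET −1.15 (p 0.00157). ACTA2, TPM1, CCND3, FGFR1, RUNX2 and VIM were called in none. FGFR2 rests on few counts: all satellite-like cells of a library held 107 to 290 UMIs of it, or 1.84 to 5.42 CPM. Of the 14 genes, 6, 5 and 3 were called with p adjusted over all genes tested. With p adjusted over the list alone they were 6, 5 and 3. Without the limit on the ratio, 9, 9 and 8 had a p below 0.05 adjusted over all genes tested. Adjusted over the list alone they were 12, 9 and 8. ACTC1, CDK1, MET, MYF5 and MYF6 are on the lists that named the states, so their ratios are partly set by the names. The study chose this list on the same libraries, so it is not independent evidence.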

Functional enrichment analysis showed prominent involvement in cell cycle regulation, cancer pathways, ECM–receptor interaction, Wnt signaling, focal adhesion, and PI3K-Akt signaling (Figure 3H; Table S5), highlighting the functional importance of these genes in regulating muscle cell proliferation, differentiation, adhesion, and structure. 

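The genes that Table S5 lists for a pathway, less those that formed the subclusters, were ranked by their median in the same way for each comparison of states. This step was added after the data had been seen, and the study chose the genes on the same libraries. The cell cycle genes, 13 in number, had a median of 0.70 (percentile 100.0) for activated-like over quiescent-like cells. For proliferative or differentiating-like over quiescent-like cells it was 2.08, and over activated-like cells 1.48. The proliferative or differentiating-like state was named in part from cell cycle genes, so these 2 medians are largely set by the names and no percentile is given for them. For the comparisons in the same order, the 6 Wnt genes had 0.38, −0.10 and 0.01 (percentiles 99.0, 17.0 and 44.7). The 11 ECM-receptor genes had 0.00, −0.25 and −0.18 (percentiles 19.0, 0.425 and 13.0). The 12 focal adhesion genes had 0.15, −0.08 and −0.28 (percentiles 62.8, 9.90 and 0.615). The 18 PI3K-Akt genes had 0.27, 0.01 and −0.23 (percentiles 97.7, 42.0 and 0.42). The paper concludes from the enrichment that these genes regulate proliferation, differentiation and adhesion.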

The significant enrichment for cancer-related pathways also raises the possibility of shared signaling mechanisms between muscle development and tumorigenesis, warranting further investigation.

### 3.4. Pseudotime Trajectory Analysis Uncovers Continuous Transitions Among Satellite Cell Subpopulations

To reconstruct the developmental dynamics of satellite cells, we conducted pseudotime trajectory analysis using Monocle2. 

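Monocle was not available, so satellite-like cells were ordered along the first diffusion component, an axis of gradual change between neighboring cells. The genes named in the paper took no part in forming it. Its direction was set so that cells with a MYOG UMI lie higher, hence it has no start that the data alone define. The cells were divided into 10 bins of equal number.

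**Figure D5:**
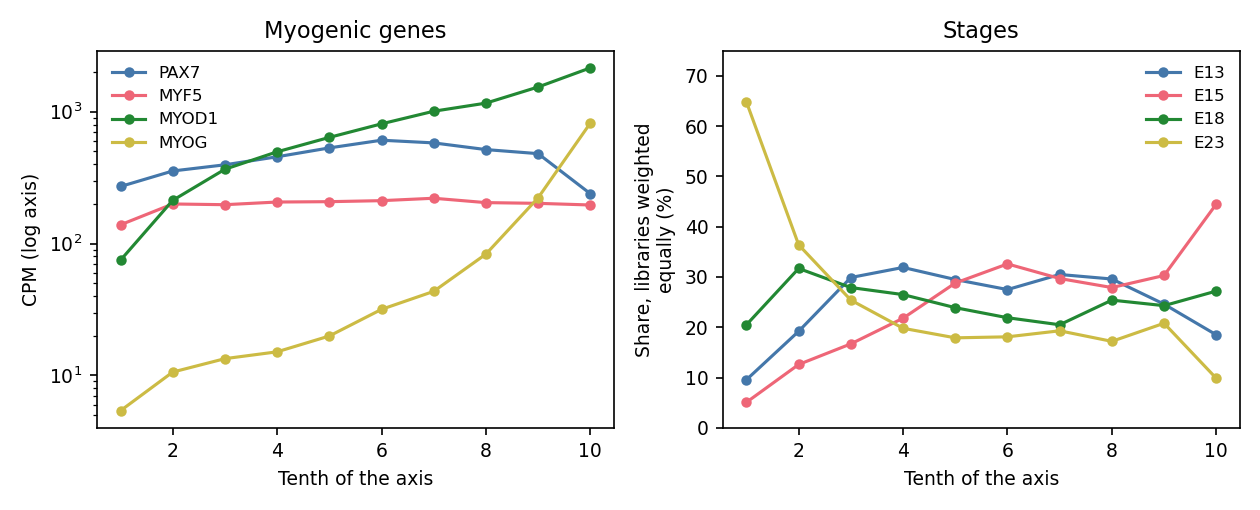
CPM of 4 genes and the share of each stage along 10 bins of the satellite axis.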

The analysis revealed that satellite cells followed a sequential developmental continuum, transitioning from quiescent (Q-SC) to activated (A-SC) and ultimately to proliferative/differentiating (P-SC) states (Figure 4A). Early pseudotime points were predominantly occupied by Q-SCs, intermediate points by A-SCs, and later points by P-SCs, reflecting a clear progression. 

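Below the median of the axis lay 57.5% of quiescent-like, 66.4% of activated-like and 29.3% of proliferative or differentiating-like cells. In the lowest bin 81.8% of cells were proliferative or differentiating-like, and 64.8% came from E23 with libraries weighted equally. The last 2 of the 10 bins were 89.4% and 99.2% proliferative or differentiating-like, and 3.33% and 0% quiescent-like. The authors' states come from other names and another method of ordering.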

Branch point analysis showed a largely linear trajectory without major branching events, indicative of a unidirectional differentiation path. By mapping embryonic stages onto the pseudotime axis (Figure 4B), we observed that cells from early stages (E13 and E15) were enriched at early pseudotime points, while cells from later stages (E18 and E23) dominated the later pseudotime, further validating that pseudotime order mirrors the actual chronological sequence of embryonic development.

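Below the median of the axis lay 47.8% at E13, 33.8% at E15, 52.2% at E18 and 66.0% at E23 of each library's satellite-like cells. Without integration these shares were 23.5% at E13, 15.7% at E15, 71.5% at E18 and 95.6% at E23. From the place of the stages along pseudotime the paper concludes that the order follows embryonic time.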

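From the first to the last bin PAX7 changed by −0.18 log2, with its peak in bin 6. In single libraries the change was −0.50 at E13, −0.67 at E15, −0.89 at E18 and 1.15 at E23. With the first principal component as the axis it was 0.22. Without integration it was −0.44 over all cells, but 0.08 at E13, 1.68 at E15, −0.12 at E18 and 0.30 at E23 in single libraries, and 99.2% of the first bin came from E23 with libraries weighted equally. MYF5 changed by 0.50 log2, with −0.78 at E13, −0.41 at E15, 0.58 at E18 and 1.25 at E23 in single libraries. MYOD1 rose by 4.85 log2, from 74.8 to 2151 CPM, and rose in 4 of the libraries.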

Dynamic gene expression analysis along pseudotime revealed regulatory patterns consistent with myogenic progression (Figure 4C): *PAX7* expression progressively decreased as cells advanced, whereas *MYF5* and *MYOD1* expression increased, corresponding to their respective roles in satellite cell activation and myogenic commitment. In contrast, *MYOG* expression remained low in quiescent and proliferative/differentiating states but rose sharply in the activated state, marking the onset of terminal differentiation.

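MYOG averaged 30.8 CPM in quiescent-like, 110.5 in activated-like and 234 in proliferative or differentiating-like cells. Its log2 ratio was 1.93 for activated-like over quiescent-like cells (adjusted p 0.00743). It was 0.64 for proliferative or differentiating-like over activated-like cells (adjusted p 0.343). Along the axis MYOG rose by 7.25 log2 from the first to the last bin. MYOG sets the direction of the axis and is on the list for differentiation, so both orders are partly set by construction.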

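The log2 ratios over quiescent-like cells are given for activated-like and then for proliferative or differentiating-like cells. Among transcription factors they were PAX3 (−1.43 and −0.77), MEF2C (−0.06 and 0.06) and MEF2D (−0.23 and 0.00). Among contractile genes they were ACTA1 (−0.33 and 0.56), TNNC2 (0.05 and 2.34), MYPN (−1.30 and 1.34) and TNNI2 (0.20 and 1.66). MKI67 stood at 1.11 and 4.42, and CCNB2 at 1.24 and 3.01. Among matrix genes they were COL6A3 (0.11 and −0.85), FN1 (−0.40 and −0.60), TNC (0.78 and −0.15) and MMP2 (−2.04 and −1.13). Among signaling genes they were EGFR (−1.64 and −0.61), FGFR4 (0.88 and 0.22), FGF2 (1.92 and 0.79), FGF10 (−0.79 and 0.97), FZD7 (−0.60 and −0.60), TGFB2 (0.35 and −0.48), SMAD3 (−0.17 and −0.26), NOTCH2 (0.05 and −0.11) and JAG1 (−1.13 and −1.28). MKI67, CCNB2, TNNC2, TNNI2 and MEF2C are on the lists that named the states, so their ratios are partly set by the names. MYL4 and TIMP1 are not among the genes in the files. The paper concludes from the order of these genes that satellite cells pass through the states continuously.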

Expression patterns of additional key myogenic regulators and structural components (Figure 4D,E)—including transcription factors (*MYOD1*, *MYOG*, *MYF5*, *MYF6*, *PAX7*, *PAX3*, *MEF2C*, and *MEF2D*), cytoskeletal and contractile proteins (*MYL4*, *ACTA1*, *TNNC2*, *MYPN*, *TNNI2*, *TPM1*, and *DMD*), cell cycle regulators (*MKI67*, *CDK1*, and *CCNB2*), extracellular matrix components (*COL6A3*, *FN1*, *TNC*, *MMP2*, *THBS2*, and *TIMP1*), and signaling factors (*EGFR*, *FGFR4*, *FGF2*, *FGF10*, *FZD7*, *TGFB2*, *SMAD3*, *NOTCH2*, and *JAG1*)—collectively supported a coordinated and continuous satellite cell progression through these states.

Together, these results demonstrate that satellite cell fate transitions in goose embryonic muscle development are continuous and ordered, driven by sequential shifts in cell state and regulatory gene expression.

### 3.5. Cell–Cell Communication Analysis Elucidates Signaling Networks Among Satellite Cell Subpopulations

To dissect the cell-state-specific communication landscape, we analyzed ligand–receptor interactions among quiescent, activated, and proliferative/differentiating satellite cell subpopulations. As shown in Figure 5A, quiescent satellite cells exhibited the highest number and strength of interactions, followed by activated cells, with proliferative/differentiating cells displaying the lowest communication capacity. This progressive decline suggests that satellite cells progressively reduce environmental interactivity as they transition toward commitment and differentiation, potentially facilitating autonomous myogenic programming. 

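CellChat was not available. For each of 20 ligand-receptor pairs from the paper's figure, the CPM of the ligand in the sending state was multiplied by that of the receptor in the receiving state. The values are not products of means over the libraries. Quiescent-like cells were the strongest sender in 18 pairs, activated-like cells in 2 and proliferative or differentiating-like cells in 0. Means of log-normalized values moved this most, to 17, 3 and 0. The pairs are those the paper shows, so their number per state is not a count of all interactions. Each collagen is paired with both SDC1 and ITGA11 with ITGB1, so the pairs are not independent. The tally does not rank activated-like against proliferative or differentiating-like cells. Into quiescent-like cells, EFNB1 with EPHB3 gave 7430 from activated-like and 8228 from proliferative or differentiating-like cells. COL6A3 with SDC1 went the other way, with 16482 and 12011. RNA levels do not show that the proteins meet. The paper proposes from the decline in interactions that committed cells depend less on their surroundings.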

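Products of ligand and receptor CPM within quiescent-like, activated-like and proliferative or differentiating-like cells were as follows, in this order. FGF2 with FGFR4 gave 9513, 53248 and 17324, and EFNB1 with EPHB3 gave 10645, 4533 and 5711. COL6A1, COL6A2 and COL6A3 with SDC1 gave 8272, 2641 and 4134, then 6605, 1729 and 2905, then 21060.3, 12049 and 13369. COL6A3 with the pair ITGA11 and ITGB1 gave 43682, 28662 and 20823. CDH2 with itself gave 5128, 19992 and 5027, and CADM1 with itself gave 3774, 802 and 1020.1. FGF2 and CDH2 were the pairs with activated-like cells highest.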

Figure 5B identifies key ligand–receptor pairs driving these interactions, including FGF2–FGFR4, EFNB1–EPHB3, multiple collagen–syndecan-1 (e.g., COL6A1/2/3/5–SDC1), and collagen–integrin complexes (e.g., COL6A1/2/3/5–(ITGA11+ITGB1)), as well as homophilic cell adhesion through CDH2–CDH2 and CADM1–CADM1. The prominence of ECM components and integrin-mediated contacts suggests dynamic extracellular remodeling during satellite cell state transitions, while FGF and Ephrin axes contribute to proliferation, migration, and spatial organization.

Subsequently, we systematically analyzed the signaling communication patterns of three satellite cell subpopulations across developmental stages (E13–E23). As shown in Figure 5C,D, the incoming signaling pathway patterns received by different cell types (quiescent, activated, and proliferative/differentiating) and the contribution of each signaling pathway to the communication patterns of distinct cell types differ considerably across developmental stages. CellChat analysis identified three global communication patterns (Patterns 1–3), with both cell types and signaling pathways clustering into two major patterns, in which red indicates higher pathway activity (Figure 5C). Figure 5D further quantified the contribution levels of each signaling pathway, revealing that the contribution intensities of pathways such as SEMA6, CDH, FGF, LAMININ, MK, MPZ, CADM, FN1, and COLLAGEN differed significantly among cell states. This indicates that satellite cells at distinct differentiation states exhibit state-specific responsiveness to microenvironmental cues.

Together, these findings demonstrate that during muscle development and regeneration, satellite cells dynamically regulate their signaling output and input, integrating extrinsic signals with intrinsic differentiation programs to coordinate orderly myogenic progression.

## 4. Discussion

Recent advances in single-cell transcriptomics have revolutionized our understanding of skeletal muscle development by revealing cellular heterogeneity and dynamic transcriptional landscapes across species, including pigs, cattle, chickens, ducks, and geese [12,14,15,37]. In this study, we performed 10× scRNA-seq to systematically map, for the first time, the cellular landscape of goose SMSCs during embryonic leg muscle development across four successive stages (E13, E15, E18, and E23). Compared to recent single-cell studies in avian species, our work offers several complementary strengths. Unlike Xu et al. (2025), who focused on the breast muscle of the Ding’an goose, and Sun et al. (2026), who examined duck leg muscle, our study provides a higher temporal resolution (four consecutive stages) specifically for goose leg muscle, enabling more precise tracking of cellular state transitions [14,15]. Additionally, while Li et al. (2025) compared two chicken breeds [11], our study presents a comprehensive atlas of all major cell types (satellite cells, myocytes, FAPs, endothelial cells, immune cells, and Schwann cells) in the goose, supported by the largest reported satellite cell dataset (23,587 cells) to date in waterfowl, which allows robust subclustering analysis. Together, these features position our work as a detailed single-cell resource for goose embryonic myogenesis, complementing existing studies in other avian species.

We identified six major cell populations—satellite cells, myocytes, FAPs, endothelial cells, immune cells, and Schwann cells—with satellite cells representing the largest proportion (55.7%), followed by myocytes (29.6%) and FAPs (13.2%). Although all six cell types were detected at each stage, their relative proportions changed dynamically, reflecting stage-specific cellular remodeling during embryonic myogenesis. These findings are largely consistent with the cell type succession patterns observed in mammalian myogenesis [38,39], supporting the conservation of core cellular mechanisms underlying skeletal muscle development between avian and mammalian species.

To further dissect the heterogeneity within the satellite cell population, we performed subclustering analysis on 23,587 satellite cells and resolved seven transcriptional subclusters that converged into three functionally distinct states: quiescent (Q-SC), activated (A-SC), and proliferative/differentiating (P-SC). This resolution provides single-cell-level evidence for the fate determination of satellite cells during goose embryonic myogenesis. Pseudotime trajectory analysis further confirmed a linear, unidirectional transition from Q-SCs to A-SCs and finally to P-SCs, without significant branching, indicating a continuous and ordered myogenic progression. Such linear trajectories have also been observed in developing mouse and human muscle, suggesting a conserved mode of satellite cell commitment [40,41]. The expression dynamics of *PAX7*, *MYF5*, and *MYOD1* across the three subpopulations followed a classical cascade: *PAX7* was broadly expressed in all subpopulations, *MYF5* was upregulated in A-SCs and P-SCs, whereas *MYOD1* was predominantly restricted to the P-SC subpopulation. This pattern is highly consistent with the established model of satellite cell activation and differentiation in mammals [42,43].

Differential expression analysis across the four embryonic stages identified 2603 consistently differentially expressed genes, which are involved in transcriptional regulation (*PAX7*, *MYOD1*, *MYOG*), sarcomeric assembly (*ACTC1*, *TPM1*, *TNNC2*), and cytoskeletal remodeling (*DMD*, *DYSF*, *SGCA*). GO and KEGG enrichment analyses revealed significant enrichment in pathways related to cell cycle regulation, metabolic reprogramming, Wnt signaling, and ECM–receptor interaction. These results are corroborated by our previous bulk RNA-seq study in ZW goose embryos, which identified 464 stage-shared DEGs exhibiting a temporal shift from structural assembly at E15 to ECM remodeling and lipid metabolism at E23, as well as a core regulatory module centered on *MEF2C*, *MEF2D*, *MYOD1*, and *MSTN* [9]. Collectively, these findings support a developmental progression from active myogenesis toward metabolic maturation and tissue stabilization, which aligns well with a recent scRNA-seq study in developing chicken pectoralis muscle that also identified a continuum of satellite cell states and highlighted the importance of ECM-related pathways [29].

In summary, our single-cell transcriptomic analysis reveals a temporally resolved and transcriptionally coordinated myogenic program in goose embryonic leg muscle. The identification of three functionally distinct satellite cell states—quiescent, activated, and proliferative/differentiating—along a linear pseudotime trajectory provides direct evidence for a conserved activation cascade in avian myogenesis. The dynamic shifts in cell population proportions and the stage-specific enrichment of pathways such as Wnt signaling, ECM–receptor interaction, and metabolic reprogramming collectively illustrate a developmental transition from active myoblast expansion to tissue maturation. These findings not only extend the current understanding of satellite cell heterogeneity in waterfowl but also establish a fundamental single-cell reference for comparing myogenic regulatory networks across avian species.

Despite presenting a comprehensive single-cell transcriptomic atlas of goose embryonic myogenesis, several limitations should be acknowledged. First, single-cell transcriptomic data alone cannot fully capture the spatial distribution of cells or the precise architecture of the stem cell niche. Future studies integrating spatial transcriptomics will be essential to validate cell–cell communication networks in situ and to map the physical proximity of satellite cells with myocytes and FAPs. Second, the key genes and signaling pathways identified here require further functional validation. Approaches such as CRISPR-Cas9 gene editing or small-molecule inhibitor treatment in in vitro or in vivo models are needed to confirm their precise roles in myogenesis. Third, our study focused exclusively on the leg muscle. Given the known heterogeneity of satellite cells across different anatomical locations (e.g., leg vs. breast muscle), future investigations should compare these trajectories to identify region-specific regulatory networks.

## 5. Conclusions

In summary, this study provides the first high-resolution single-cell transcriptomic atlas of goose embryonic SMSC development, revealing a linear trajectory of satellite cells from quiescent to activated to proliferative/differentiating states and key transcriptional regulators, including *PAX7*, *MYF5*, and *MYOD1*. These findings advance the fundamental understanding of avian myogenesis and offer a practical resource for improving muscle growth and meat production in waterfowl through targeted genetic selection, nutritional intervention, or cell-based agricultural strategies.

## Figures and Tables

**Figure 1:**
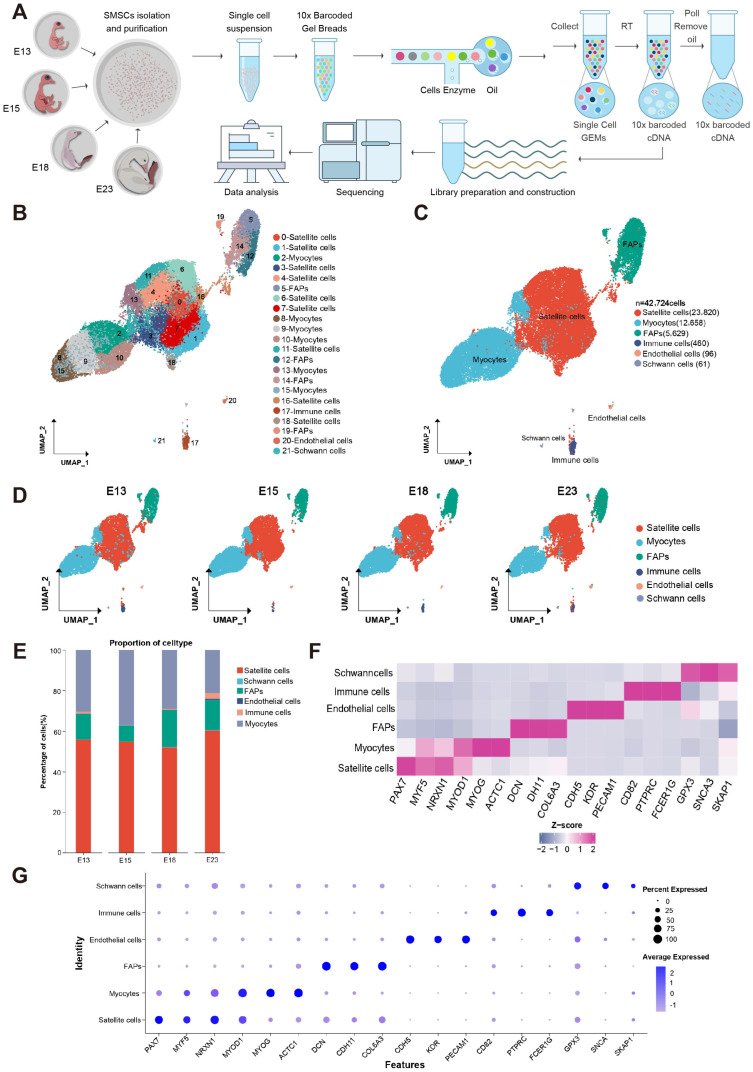
Experimental workflow and cell type identification during embryonic skeletal muscle development: (**A**) Schematic overview of the single-cell isolation, 10× Genomics library preparation, and data analysis pipeline. (**B**) Cellular composition of identified cell types (n = 42,724 cells). (**C**) UMAP visualization of major cell types. (**D**) UMAP projection of satellite cells across embryonic stages (E13, E15, E18, and E23). (**E**) Relative proportions of major cell types at each developmental stage. (**F**) Heatmap showing marker gene expression across major cell populations. (**G**) Dot plot showing expression of canonical marker genes in each cell type.

**Figure 2:**
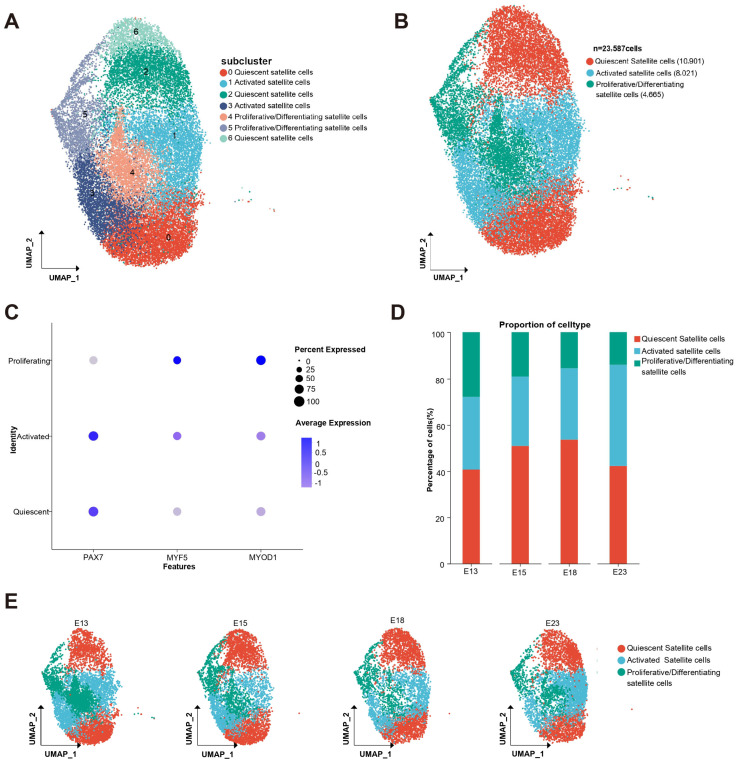
Heterogeneity of satellite cells during embryonic skeletal muscle development: (**A**) UMAP visualization showing satellite cell subclusters (0–6). (**B**) UMAP projection of the three major functional states: quiescent, activated, and proliferative/differentiating satellite cells. (**C**) Dot plot showing expression of the canonical markers *PAX7*, *MYF5*, and *MYOD1* across subclusters. (**D**) Bar plot showing the relative proportions of the three cell types at each developmental stage (E13, E15, E18, and E23). (**E**) UMAP projection of satellite cells colored by embryonic stage (E13 to E23).

**Figure 3:**
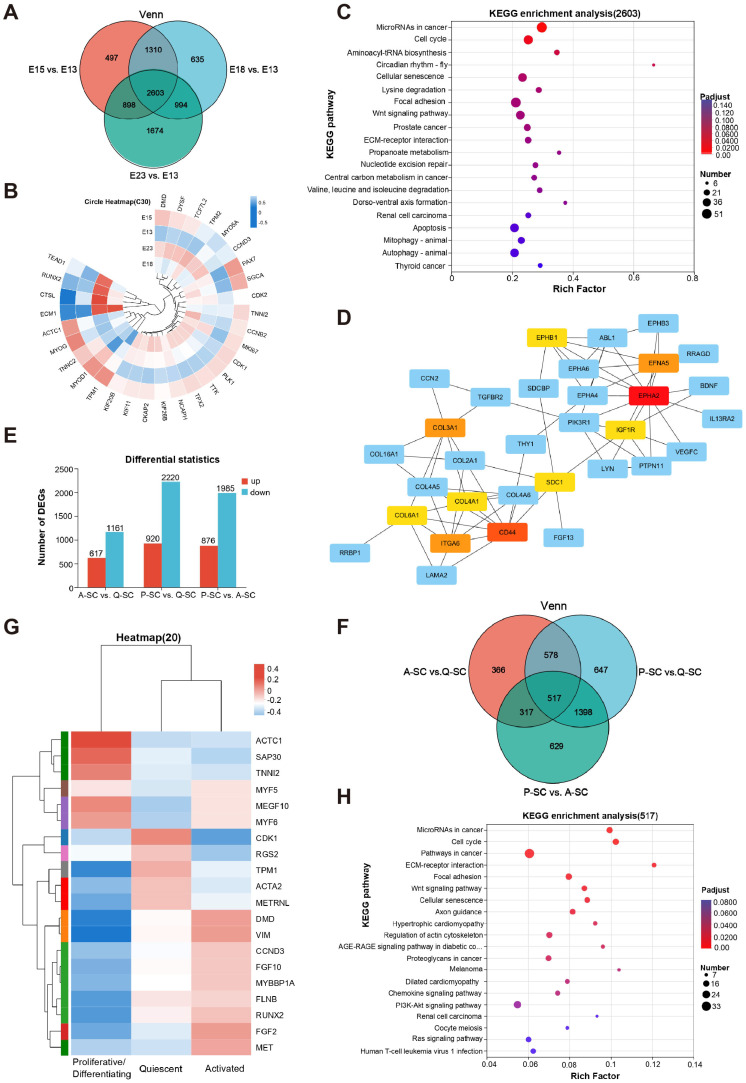
Differential gene expression and functional enrichment during satellite cell development: (**A**) Venn diagram showing DEGs across embryonic stages. (**B**) Circular heatmap of 30 key DEGs across satellite cell subpopulations. (**C**) KEGG enrichment analysis of the 2603 DEGs. (**D**) Protein–protein interaction (PPI) network of core DEGs shared across E13, E15, E18, and E23 during satellite cell development. (**E**) Bar plot showing the number of DEGs between each pair of adult satellite cell subpopulations. (**F**) Venn diagram of DEGs across three satellite cell subpopulations. (**G**) Heatmap of 20 key DEGs across three satellite cell subpopulations. The left panel shows a gene clustering dendrogram, and the right panel lists the gene names. The closer two gene branches to each other, the more similar their expression levels. (**H**) KEGG enrichment analysis of the 517 shared DEGs.

**Figure 4:**
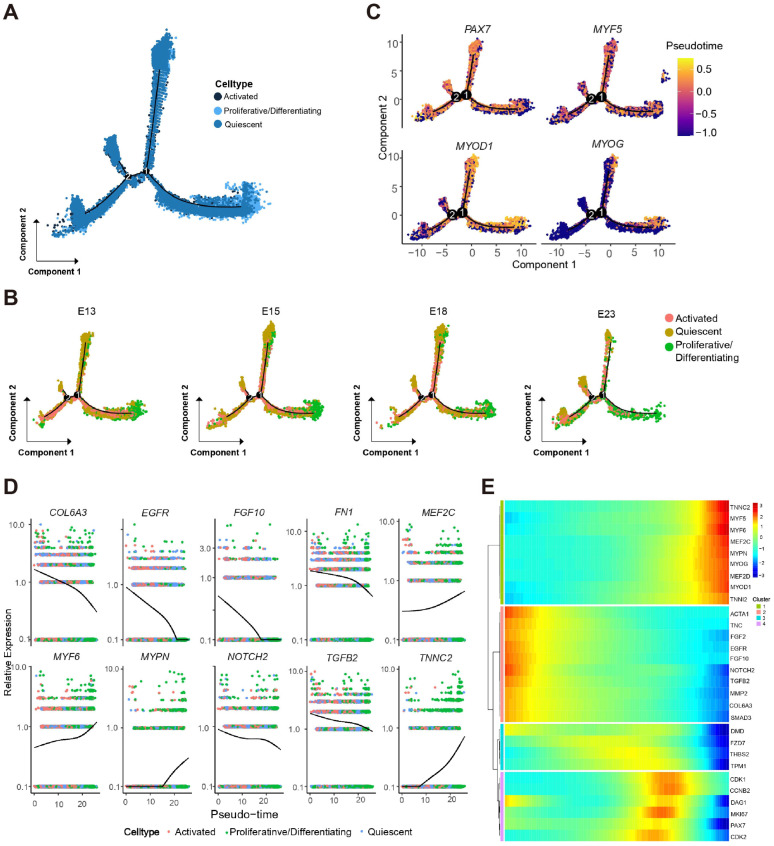
Single-cell trajectory analysis of satellite cell development: (**A**) Reconstruction of satellite cell developmental trajectories using Monocle 2, showing pseudotime progression. (**B**) Developmental trajectories of three satellite cell functional states (quiescent, activated, and proliferative/differentiating) across embryonic stages, with state transitions indicated. (**C**) Expression dynamics of key genes along the satellite cell developmental trajectory. (**D**) Pseudotime-dependent expression dynamics of key regulatory and recombination-related genes during SC development. (**E**) Pseudotime-resolved heatmap of dynamically expressed genes during SMSC development, revealing distinct gene expression modules associated with specific differentiation stages and cellular states.

**Figure 5:**
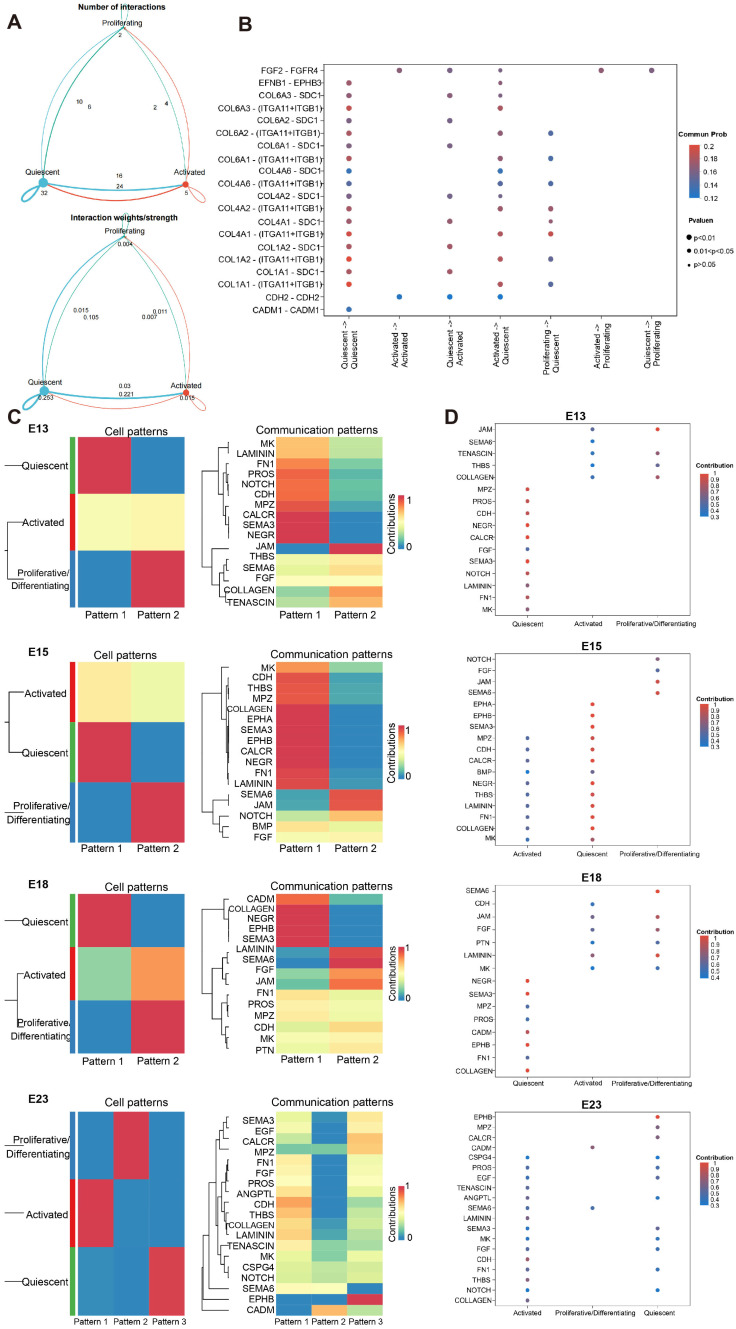
Cell–cell communication networks of skeletal muscle satellite cell (SMSC) populations: (**A**) Circle plots showing the number of interactions (**top**) and interaction strength (**bottom**) among proliferative/Differentiating, quiescent, and activated SMSCs. Nodes represent distinct cell types. The thickness of each line reflects the interaction strength be-tween cell types, and the line color corresponds to the color of the ligand-expressing cell type. (**B**) Key ligand–receptor pairs mediating cell–cell communication, including FGF2–FGFR4, EFNB1–EPHB3, and collagen–SDC1/integrin (e.g., COL6A1/2/3–SDC1 and COL6A1/2/3–(ITGA11 + ITGB1)), as well as homophilic CDH2–CDH2 and CADM1–CADM1 interactions. (**C**) Heatmap of incoming signaling pathway patterns across developmental stages (E13–E23), illustrating how target cells coordinate their responses to incoming signals. CellChat identifies global communication patterns (Patterns 1–3), with rows representing cell types (**left**) or signaling pathways (**right**), which were clustered into two major patterns. Red indicates higher pathway activity. (**D**) Bubble plot showing the contribution of each signaling pathway to the communication patterns of different functional states across developmental stages (E13–E23). Color intensity represents the contribution level.

**Table 1:** Summary of scRNA-seq read mapping and quantification.

Item	E13	E15	E18	E23	Aggregation
Estimated number of cells	16,077	11,781	11,527	11,261	12,955
Filtered number of cells	13,346	10,048	9780	9712	32,838
Mean reads per cell	25,553	29,116	30,580	35,810	30,648
Median genes per cell	3127	3551	3502	3964	3531
Valid barcodes	94.60%	94.60%	94.50%	92.30%	93.8%
Fraction reads in cells	96.60%	97.10%	96.40%	95.90%	96.3%
Reads mapped confidently to genome	86.30%	89.10%	87.90%	84.30%	86.17%
Reads mapped confidently to transcriptome	79.50%	81.90	81.90%	76.00%	79.13%
Number of reads	410,822,023	343,019,571	352,494,533	403,259,758	388,858,771
Total genes detected	21,551	20,885	20,802	21,193	21,182

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding author(s). The raw and processed scRNA-seq data generated in this study have been deposited in the GEO database under accession number GSE328877.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15110983/s1, Figure S1: GO enrichment analysis of the 2603 core DEGs; Table S1: List of the 2603 DEGs consistently altered across all three pairwise comparisons. Table S2: GO enrichment analysis of the 2603 shared DEGs. Table S3: KEGG pathways related to the 2603 shared DEGs. Table S4: List of the 517 DEGs commonly shared across the three satellite cell functional states. 

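Of the genes in Table S4, 272 were tested here once the genes that formed the subclusters had been left out. Among the genes called in all 3 comparisons, 12 are in the table. With all genes tested, 30 are in it. Leaving out 1 library at a time gave 5 to 17. The study made the table on the same libraries, so the overlap is not independent evidence.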

Table S5: KEGG pathway analysis of the 517 shared DEGs identified in the three satellite cell functional states.

How the deposited data were processed for this re-analysis (not part of the article)

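The data are 10x single-cell libraries of cells from goose leg muscle, 1 each at E13, E15, E18 and E23. The deposited files hold raw UMI counts per gene and barcode, which the authors made with Cell Ranger and had filtered to called cells. The header of the files names a later Cell Ranger release than the paper. All 25487 gene names match the symbols of a goose assembly other than the one the paper names, so no coordinates are given. Sequencing reads, the authors' cell labels and their integrated object were not among the files. The titles of the samples all write day 13, followed by the stage in brackets. The brackets hold the same days as the age fields, which were used.

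Barcodes with 300 to 6500 genes, 1000 to 50000 UMIs and at most 20% mitochondrial UMIs were kept, as in the paper, with 13 mitochondrial genes in the files. Doublets were scored with scrublet in scanpy 1.11.5, and the highest scores were removed up to 0.8% per 1000 barcodes of the library. Counts were log-normalized, and Seurat 5.3.0 integrated the libraries on 2000 variable genes by reciprocal principal components, since the paper does not state the reduction. Louvain clustering used 30 components at a resolution of 0.8 for all cells and 0.5 for satellite-like cells. The paper also names Harmony, Monocle, scDblFinder and CellChat, none of which was installed.

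Settings, lists of markers and alternatives were fixed before the data were examined, with exceptions that follow. Clusters were named from marker lists, each gene scaled over the clusters. A name needed at least 3 detected markers at 10 CPM, a score of at least 0.5 and a lead of 0.05 over the next list. This rule was settled over 4 versions after marker levels had been seen. Other scalings were weighed by hand and dropped, and the paper's share of myocytes was in view when they were dropped. In a first run the gene names CPM and FAP were taken for named genes by mistake and left out of the variable genes for satellite-like cells. That run is kept as an alternative.

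The named genes are all genes that the results of the paper name, 99 in number, of which 97 are in the files. Together with the markers they were left out of the variable genes of the satellite-like cells, so that their levels could be read without having formed the groups. They still take part in the names. Some genes that the paper names are not reported here. Counts were summed per class or state and library and given as CPM of the sum. For ratios between stages a sum below 3 counts was raised to 3, and rankings used genes with a mean of at least 20 CPM. Shares of cells with a UMI were taken after thinning to 4000 UMIs.

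States were tested with edgeR 4.0.16 (quasi-likelihood, library as a block, BH adjustment) on sums per library and state, and again with DESeq2 1.42.0. The block is warranted because the states of a library come from the same pool of embryos: residual levels of 2 states of a library correlated with r from 0.512 to 0.831. In simulated sums with 200 genes changed 4-fold, the test of activated-like against quiescent-like cells recovered 200, with 1 false call. The simulated libraries did not differ from each other, and the changed genes were drawn from those with higher counts. The simulation therefore does not test the block, genes with few counts or smaller changes. Stages were not tested, since a library is the only replicate of its stage. Gene lists of pathways were taken as printed in Tables S3 and S5 and compared with 10000 random lists drawn from the 200 genes nearest in expression. Table S2 was not used, and Table S1 was not used because the copy is incomplete. Calculations ran in Python 3.11.15 and R 4.3.3 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0, with the random seed 1.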

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

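The tests of a change in satellite-like cells alone, of RNA free in the suspension and of doublets among the cartilage-like cells were chosen only after the results had been seen. In satellite-like cells of E13, HMOX1 stood at 2186 CPM, SLC7A11 at 196 and OSGIN1 at 101. At E15, E18 and E23 HMOX1 stood at 67.6, 68.0 and 91.5 CPM, SLC7A11 at 4.97, 4.20 and 7.67 and OSGIN1 at 4.41, 3.31 and 14.4. The paper does not discuss these genes.

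The rise was not confined to satellite-like cells: in FAP-like cells HMOX1 at E13 was 11.5 times the mean of the other stages. In myocyte-like cells it stood at 4145 CPM at E13 and 103, 53.3 and 88.1 at the later stages. RNA free in the suspension would carry the muscle gene ACTC1 into FAP-like cells along with HMOX1. The proportion of ACTC1 to HMOX1 in FAP-like cells of E13 was 0.107 of that in the whole library, which speaks against free RNA as the main source. A shallower E13 library would hide RNA and not add it, and with all cells thinned to equal depth at most 23.2% of satellite-like cells of any later stage had an HMOX1 UMI. At E13 94.4% had one.

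Gene lists for known responses, none of which held these genes, were compared at E13 with random lists of similar expression in satellite-like, myocyte-like and FAP-like cells. The lowest percentile over the 3 classes was 98.8 for oxidative stress, 98.6 for heat shock and 98.9 for the amino acid response. Each of these would fit a stress response across classes, and the lists do not tell the responses apart. The immediate early genes, which rise when tissue is dissociated, had a lowest percentile of 17.8, so the same response in all 3 classes was not seen for them. In FAP-like cells alone they reached 97.4. The study has 1 E13 library, so handling of that pool, for example its freezing and thawing, could be the source in place of the stage. A second E13 pool would separate them.

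At E13 169 cells, or 1.22% of the library, lay in a cluster led by cartilage genes that took no name, while E15, E18 and E23 gave it 2, 1 and 5 cells. In its E13 cells ACAN stood at 828 CPM, COL2A1 at 3072 and COL9A1 at 647. In the other E13 cells they stood at 2.75, 54.1 and 0.777 CPM. Doublets would have more UMIs than single cells, but the median of these cells was 0.822 of the E13 median. Cartilage taken along with the muscle of that pool could explain them, and with 1 E13 library this cannot be told apart from a trait of the stage.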

How the results depend on the processing

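The versions of the naming rule, the setting with 2 more genes left out of the variable genes and the shares over named cells alone were chosen only after results had been seen, and the other alternatives were fixed before the data were examined. Of 590 comparisons with an alternative, 315 stayed within the limits set for that result, 271 moved beyond them and 4 changed direction. Among single genes at single stages, this tally covers PAX7, MYOD1, MYOG, MKI67, CDK1, ECM1, HMOX1 and COL1A1 alone. Unless stated, the cause of a change was not tested.

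Without doublet removal 15872 cells at E13, 11449 cells at E15, 11236 cells at E18 and 10946 cells at E23 were retained, and with the automatic threshold of scrublet 14472 at E13, 10939 at E15 and 10687 at E18. That threshold gave no value at E23. The satellite-like share was 49.8% at E13, 52.8% at E15, 48.3% at E18 and 58.1% at E23 as reported. At a resolution of 0.5 it was 35.7% at E13, 38.8% at E15, 46.4% at E18 and 55.7% at E23. At a resolution of 1.2 it was 29.4% at E13, 34.7% at E15, 28.1% at E18 and 46.3% at E23. Without integration it was 49.0% at E13, 51.1% at E15, 46.0% at E18 and 57.5% at E23. With doublets kept it was 18.6% at E13, 22.9% at E15, 22.8% at E18 and 39.6% at E23. With the upper limits lifted it was 30.9% at E13, 31.9% at E15, 27.5% at E18 and 46.1% at E23. Under version 1 of the naming rule it was 45.3% at E13, 41.2% at E15, 26.5% at E18 and 48.4% at E23.

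The quiescent-like share was 24.3% at E13, 38.3% at E15, 47.5% at E18 and 28.2% at E23 as reported. Over the named cells alone it was 42.2% at E13, 46.3% at E15, 50.6% at E18 and 32.1% at E23. At a resolution of 0.8 it was 24.3% at E13, 38.2% at E15, 45.6% at E18 and 26.7% at E23. At a resolution of 1.2 it was 7.58% at E13, 20.2% at E15, 16.8% at E18 and 5.28% at E23. Without integration it was 0.334% at E13, 55.1% at E15, 53.0% at E18 and 0.656% at E23. With anchors from canonical correlation it was 53.5% at E13, 47.4% at E15, 43.3% at E18 and 37.6% at E23. With the named genes kept among the variable genes it was 20.2% at E13, 34.3% at E15, 48.8% at E18 and 32.9% at E23. With 2 more genes left out of the variable genes it was 12.3% at E13, 28.0% at E15, 44.3% at E18 and 21.3% at E23. These 2 genes had been left out by mistake in a first run, and the next 2 variable genes took their place. Version 1 of the naming rule named no subcluster quiescent-like, so the share was 0% at each stage.

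The activated-like share was 7.22% at E13, 3.88% at E15, 7.11% at E18 and 14.7% at E23 as reported. Over the named cells alone it was 12.5% at E13, 4.70% at E15, 7.58% at E18 and 16.7% at E23. With the resolution at 1.2 it was 48.5% at E13, 18.4% at E15, 12.3% at E18 and 25.6% at E23. Without integration it was 92.1% at E13, 1.11% at E15, 1.11% at E18 and 87.0% at E23. With the named genes kept among the variable genes it was 2.24% at E13, 0.838% at E15, 1.58% at E18 and 4.25% at E23. With 2 more genes left out of the variable genes it was 11.1% at E13, 6.07% at E15, 8.36% at E18 and 18.7% at E23. Under version 1 of the naming rule it was 52.1% at E13, 21.6% at E15, 20.7% at E18 and 51.5% at E23. Canonical correlation named no subcluster activated-like, so the share was 0% at each stage.

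The proliferative or differentiating-like share was 26.2% at E13, 40.5% at E15, 39.2% at E18 and 45.1% at E23 as reported. Over the named cells alone it was 45.3% at E13, 49.0% at E15, 41.8% at E18 and 51.2% at E23. At a resolution of 1.2 it was 24.1% at E13, 33.9% at E15, 35.2% at E18 and 44.6% at E23. Without integration it was 5.30% at E13, 18.9% at E15, 36.6% at E18 and 11.9% at E23. With anchors from canonical correlation it was 30.5% at E13, 42.2% at E15, 34.4% at E18 and 27.6% at E23. With the named genes kept among the variable genes it was 29.5% at E13, 44.9% at E15, 34.1% at E18 and 20.8% at E23. With 2 more genes left out of the variable genes it was 36.5% at E13, 48.0% at E15, 41.5% at E18 and 48.4% at E23. Under version 1 of the naming rule it was 16.7% at E13, 26.7% at E15, 23.9% at E18 and 13.0% at E23. Under version 2 of the naming rule it was 20.9% at E13, 29.4% at E15, 33.1% at E18 and 42.7% at E23. Version 3 gave the same values as version 2. The MYF5 ratio of activated-like over quiescent-like cells was 0.92 log2, 0.54 without integration and 0.38 with the named genes kept. Canonical correlation gave no activated-like subcluster and version 1 no quiescent-like one, so neither gave a value for the tests between states.

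For stages, 2 of the 10 ranked genes stayed without the limit on low values. COL1A1 at E18 over E13 was 0.24 log2 and turned to −0.33 with doublets kept. With the mean in place of the median, the cell cycle genes of Table S3 at E15 went from 0.72 to 0.46, and the Wnt genes there turned from 0.21 to −0.06. The Wnt genes of Table S5 at E15 turned from 0.39 to −0.01. The ECM-receptor genes of Table S3 went from 0.54 to 0.25 at E15 and from 0.83 to 0.40 at E23. With TMM factors the cell cycle genes at E23 went from 0.56 to 0.31, which follows from the shift of the median gene at that stage. Genes outside the tally were compared under TMM and median ratio factors alone. TMM factors turned CCNB2 at E23 from 0.21 to −0.04, COL1A2 at E23 from 0.02 to −0.23 and TNNI2 at E23 from 0.18 to −0.07, and TNNI2 at E18 went from −0.02 to 0.00. Median ratio factors gave −0.03, −0.22, −0.06 and −0.01 in the same order.

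The cycling share of satellite-like cells depends on depth and on the number of genes asked for. It was 17.1% at E13, 37.2% at E15, 34.9% at E18 and 28.8% at E23 as reported and 11.2% at E13, 29.7% at E15, 27.0% at E18 and 20.1% at E23 when thinned to 2000 UMIs. It was 23.8% at E13, 44.2% at E15, 42.3% at E18 and 39.8% at E23 without thinning and 10.8% at E13, 30.2% at E15, 27.8% at E18 and 19.8% at E23 when at least 3 of the 6 genes were asked for.

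On the first principal component in place of the diffusion component, the change from the first to the last bin was 0.22 for PAX7, 0.29 for MYF5, 4.18 for MYOD1 and 6.98 for MYOG. The sign of PAX7 changed, since it was −0.18 as reported. Below its median lay 50.6% at E13, 34.5% at E15, 48.9% at E18 and 64.9% at E23 of the cells. In single libraries PAX7 changed on it by 0.41 at E13, −0.34 at E15, −0.39 at E18 and 1.31 at E23. Without integration PAX7 changed by −0.44 over all cells but by 0.08 at E13, 1.68 at E15, −0.12 at E18 and 0.30 at E23 in single libraries, and 99.2% of the first bin came from E23. MYOG changed by 8.45, and 23.5% at E13, 15.7% at E15, 71.5% at E18 and 95.6% at E23 of the cells lay below the median.

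For activated-like against quiescent-like, proliferative or differentiating-like against quiescent-like and proliferative or differentiating-like against activated-like cells, 771, 770 and 460 genes were called with the library as a block. Without the block 35, 242 and 108 were called, because differences between libraries then count as spread. With the genes that formed the subclusters included they were 1388, 1236 and 761, which those genes explain by construction, and without integration 262, 719 and 368. Leaving out 1 library at a time gave 478 to 843, 588 to 890 and 299 to 514 genes, and 19 to 62 in all 3 comparisons, of which 5 to 17 are in Table S4. In all 3 comparisons 49 were called as reported, 0 without the block and 111 with the genes that formed the subclusters, of which 12, 0 and 30 are in Table S4. DESeq2, the missing filter on low counts, versions 2 and 3 of the naming rule and the setting with 2 more genes left out each kept these totals within 1.5 times the reported ones.

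Counted by direction, as higher and lower genes in the same order of comparisons, 255 and 516, 436 and 334, and 353 and 107 were called as reported. They were 18 and 17, 216 and 26, and 102 and 6 without the block, 366 and 1022, 599 and 637, and 589 and 172 with the genes that formed the subclusters included and 145 and 117, 336 and 383, and 226 and 142 without integration. Leaving out 1 library at a time gave 148 to 290 and 330 to 553, 366 to 475 and 216 to 415, and 252 to 372 and 47 to 142. Under versions 2 and 3 of the naming rule the lower genes of the last comparison numbered 70.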

Differences from the paper's values

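Of 42 values of the paper set beside the values reported here, 14 differ beyond the limits set for the comparison. These limits are wide. The paper's 5629 FAPs and the 8139 FAP-like cells here count as not differing, while 8536 at a resolution of 0.5 count as differing. An activated share of 49.7% without integration lies within the limits of the paper's 34.0%. A value called close below lies within these limits and need not be near the paper's value. Alternatives named here were set before the data were examined unless stated. The numbers of barcodes and median genes per cell are the same. The paper gives 7 subclusters of satellite cells, and 12 were found here. For this number the value came close with anchors from canonical correlation (8) and stayed apart under the other alternatives.

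The paper gives 34.0% activated and 19.8% proliferative/differentiating satellite cells over all its satellite cells. Here 8.27% were activated-like and 37.1% proliferative or differentiating-like over all satellite-like cells, of which 21.1% stayed unnamed. Over the named cells alone, a denominator chosen after seeing the values, they were 10.5% and 47.0%. For the activated share the value came close at resolution 1.2 (27.9) and without integration (49.7) and stayed apart under the other alternatives. For the proliferative/differentiating share the value came close without integration (16.9) and stayed apart under the other alternatives. Version 1 of the naming rule, chosen after seeing the values, also came close, with 38.0% and 19.7%. Each of these settings moved the quiescent share apart from the paper, which gives 46.2%. It was 33.6% as reported, within the limits, but 12.0% at resolution 1.2, 24.7% without integration and 0% under version 1. The activated-like share without integration pools 92.1% at E13, 1.11% at E15, 1.11% at E18 and 87.0% at E23.

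From the bar plot in Figure 2, the paper's quiescent share at E13 is about 41%, and the share here was 24.3%. From the same plot, the paper's proliferative/differentiating share at E15 is about 19%, and the share here was 40.5%. The paper's proliferative/differentiating share at E18 is about 16% there, and the share here was 39.2%. The paper's proliferative/differentiating share at E23 is about 14% there, and the share here was 45.1%. These shares again have different denominators, as unnamed cells are counted here. With only named cells counted, a denominator chosen after seeing the values, the quiescent-like share at E13 was 42.2%, which comes close to the paper. The proliferative or differentiating-like share was then 49.0% at E15, 41.8% at E18 and 51.2% at E23, which stays apart. For the quiescent share at E13 the value came close with anchors from canonical correlation (53.5) and stayed apart under the other alternatives. For the proliferative/differentiating share at E15 the value came close without integration (18.9) and stayed apart under the other alternatives. For the proliferative/differentiating share at E18 no alternative set beforehand came close. For the proliferative/differentiating share at E23 the value came close without integration (11.9) and with the named genes kept (20.8) and stayed apart under the other alternatives. Version 1 of the naming rule, chosen after seeing the values, came close for the proliferative/differentiating share, with 26.7% at E15, 23.9% at E18 and 13.0% at E23. At E13 it moved that share apart, to 16.7% against about 28%, and its quiescent share was 0% at each stage. Without integration the proliferative/differentiating share at E13 was 5.30%, and the quiescent share 0.334% at E13 and 0.656% at E23, all apart from the paper.

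For activated against quiescent cells the paper gives 617 genes higher and 1161 lower, and 255 and 516 were called here. For proliferative/differentiating against quiescent cells the paper gives 920 genes higher and 2220 lower, and 436 and 334 were called here. For proliferative/differentiating against activated cells the paper gives 876 genes higher and 1985 lower, and 353 and 107 were called here. The paper gives 517 genes shared by the 3 comparisons, against 49 here. These numbers are unlike measures. The paper's methods name a likelihood ratio test and a lower limit on the log2 ratio for differences between clusters. Sums per library were tested here, without the genes that formed the subclusters. None of the alternatives used the paper's test or limit, so they cannot show whether its numbers would be found again. For the higher genes of proliferative/differentiating against activated cells the value came close with the genes that formed the subclusters included (589) and stayed apart under the other alternatives. For the lower genes of activated against quiescent cells the value came close with the genes that formed the subclusters included (1022) and stayed apart under the other alternatives. No alternative came close to the paper for the higher genes of activated against quiescent cells, the higher genes of proliferative/differentiating against quiescent cells, the lower genes of proliferative/differentiating against quiescent cells, the lower genes of proliferative/differentiating against activated cells and the shared genes.

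Of the 24 genes the paper lists as upregulated across stages, 16 lay above E13 at all later stages in satellite-like sums, 0 lay below at all, and 20 lay above at E23. The paper states a larger proliferative/differentiating share at E13 and E15, whereas the share of all satellite-like cells here was lowest at E13, the stage with the largest unnamed share. It was 45.3% at E13, 49.0% at E15, 41.8% at E18 and 51.2% at E23 over the named cells alone, a denominator chosen after seeing the values. As a share of all satellite-like cells with anchors from canonical correlation or with the named genes kept, it was highest at E15 and lowest at E23, as it was under version 1 of the naming rule, which was chosen after seeing the values. The paper places E13 and E15 early in pseudotime and E18 and E23 late, whereas 66.0% of the E23 cells lay below the median of the axis here. It states all 6 cell types at all stages, and no Schwann-like cell was named at E15. It states that MYOG is low in proliferative/differentiating cells, and here its mean was highest there.

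Within the paper some statements part from each other. The numbers of retained and of clustered cells in the text are not the same, and the number of satellite cells differs between its sections. The overlaps of 994 and 898 genes in the text are exchanged in Figure 3A. The total of Table 1 omits E15. MYOG is described as highest in activated cells in the text, while Figure 4 shows it otherwise. The highlights state a decline of the quiescent pool from E13 to E23, while the results state a rise at later stages. The pooled embryos number 4 in the paper and 3 in the sample labels. The genome release named in the paper is not the release whose symbols match the gene names in the files.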

Other observations

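The test of subclusters without integration was chosen only after the result had been seen. Without integration 78.3% of satellite-like cells lay in subclusters that drew at least 90% of their cells from a single library. Differences between libraries could cause this, but each library is also a stage, so a technical difference cannot be told apart from a change over time.

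If the E13 library stood apart from the others, the ratios with E13 as the reference would correlate more than those with another reference. The mean correlation was 0.461 with E13, 0.375 with E15, 0.441 with E18 and 0.667 with E23, against 0.519 in the simulation. E23 stands apart more than E13 by this measure. It covers all genes above the limit on low values, so it does not decide for the genes that differ from E13 at all later stages. With 1 E13 library, a departure of that library cannot be told apart from a change after E13 for those genes.

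To see whether the tests between states call genes by chance, the sums of 2 states were divided in all other ways. In each comparison, with activated-like against quiescent-like first, 32 divisions could be fitted out of 35, and 1, the real one, gave as many calls. The real divisions gave 618, 753 and 398 calls, and the highest of the others gave 0, 0 and 4. Only 8 divisions part the pair in all libraries, so 1 of these is the smallest share that could be found. The states were formed on the same cells, so the test does not show that the states exist as separate kinds of cell.

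Table S5 lists pathway genes from the comparison of states. In satellite-like sums over E13 their median log2 ratios at E15, E18 and E23 were 1.33, 1.14 and 0.68 for cell cycle, 0.39, 0.57 and 1.28 for Wnt signaling and −0.13, −0.76 and 1.09 for ECM-receptor interaction. They were −0.35, −0.57 and 1.02 for focal adhesion and −0.20, 0.03 and 1.02 for PI3K-Akt signaling. The study chose these genes on the same libraries, so this is not independent evidence.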
